# Gpr18 agonist dampens inflammation, enhances myogenesis, and restores muscle function in models of Duchenne muscular dystrophy

**DOI:** 10.3389/fcell.2023.1187253

**Published:** 2023-08-14

**Authors:** Junio Dort, Zakaria Orfi, Melissa Fiscaletti, Philippe M. Campeau, Nicolas A. Dumont

**Keywords:** muscle, inflammation, bioactive lipid, muscular dystrophies, muscle stem cell (MuSC)

## Abstract

**Introduction:** Muscle wasting in Duchenne Muscular Dystrophy is caused by myofiber fragility and poor regeneration that lead to chronic inflammation and muscle replacement by fibrofatty tissue. Our recent findings demonstrated that Resolvin-D2, a bioactive lipid derived from omega-3 fatty acids, has the capacity to dampen inflammation and stimulate muscle regeneration to alleviate disease progression. This therapeutic avenue has many advantages compared to glucocorticoids, the current gold-standard treatment for Duchenne Muscular Dystrophy. However, the use of bioactive lipids as therapeutic drugs also faces many technical challenges such as their instability and poor oral bioavailability.

**Methods:** Here, we explored the potential of PSB-KD107, a synthetic agonist of the resolvin-D2 receptor Gpr18, as a therapeutic alternative for Duchenne Muscular Dystrophy.

**Results and discussion:** We showed that PSB-KD107 can stimulate the myogenic capacity of patient iPSC-derived myoblasts *in vitro*. RNAseq analysis revealed an enrichment in biological processes related to fatty acid metabolism, lipid biosynthesis, small molecule biosynthesis, and steroid-related processes in PSB-KD107-treated mdx myoblasts, as well as signaling pathways such as Peroxisome proliferator-activated receptors, AMP-activated protein kinase, mammalian target of rapamycin, and sphingolipid signaling pathways. *In vivo*, the treatment of dystrophic mdx mice with PSB-KD107 resulted in reduced inflammation, enhanced myogenesis, and improved muscle function. The positive impact of PSB-KD107 on muscle function is similar to the one of Resolvin-D2. Overall, our findings provide a proof-of concept that synthetic analogs of bioactive lipid receptors hold therapeutic potential for the treatment of Duchenne Muscular Dystrophy.

## Introduction

Duchenne Muscular Dystrophy (DMD) is a severe disease caused by genetic variants in the *Dystrophin* gene. The disease is characterized by progressive muscle degeneration and wasting. Many factors contribute to disease progression such as myofiber fragility, chronic inflammation, accumulation of fibrofatty tissue, and muscle stem cell (MuSC) dysfunctions (Dumont et al., 2015; Filippelli and Chang, 2022). Glucocorticoids, the current gold-standard treatment for the disease, modulate the inflammatory response, which partially protects the muscle from degeneration and prolongs muscle function (Manzur et al., 2008). In acute conditions, glucocorticoids can promote the restorative phenotype of macrophages (Caratti et al., 2023) and muscle regeneration post-injury (Lin et al., 2021). However, chronic administration of glucocorticoids also has detrimental side effects on fibrofatty tissue accumulation, MuSC regenerative capacity, and muscle degradation/synthesis pathways (te Pas et al., 2000; Dong et al., 2013; Dort et al., 2021; Molina et al., 2021). These opposite effects of glucocorticoids could be mediated by the type of muscle injury, the timing of administration, the type of glucocorticoids, and/or the dosage (Quattrocelli et al., 2017). Nonetheless, there is room for the development of novel therapies that maximize the pro-resolving and pro-regenerative effects on muscle recovery.

Recent findings indicate that Resolvins, bioactive lipids biosynthesized from the conversion of the omega-3 fatty acids (e.g., docosahexaenoic acid or eicosapentaenoic acid) by the enzymes 5- and 15-lipoxygenase, have a potent capacity to promote muscle regeneration. Resolvin-D2 (RvD2) administration in cardiotoxin-injured muscle was shown to decrease inflammation and stimulate muscle function recovery (Giannakis et al., 2019). Similarly, Resolvin-D1 (RvD1) was shown to enhance muscle regeneration and function by modulating MuSC response and promoting the pro-regenerative phenotype of macrophages (Markworth et al., 2020). Moreover, administration of RvD1 is able to rejuvenate aged muscle regeneration by reducing the chronic inflammatory process, which restores muscle function (Markworth et al., 2021). Our recent findings indicate that RvD2 has a stronger therapeutic potential than glucocorticoids for the treatment of DMD (Dort et al., 2021). Resolvin-D2 dampens inflammation and directly targets myogenic cells to enhance their regenerative capacity and improve muscle function.

RvD2 has been shown to target the Gpr18 receptor, which has been proposed as a candidate cannabinoid receptor (Chiang et al., 2015). This receptor is expressed by myogenic cells during differentiation, and inhibition or deletion of this receptor ablates the effect of RvD2 on myogenic cells (Dort et al., 2021). These findings open a new therapeutic avenue aiming to target the Gpr18 receptor with synthetic agonists to stimulate muscle regeneration. One of the drawbacks to the use of bioactive lipids, such as RvD2, as a therapeutic approach is that they have a short-half life *in vivo* due to their rapid degradation or metabolization by enzymes (Giannakis et al., 2019; Krashia et al., 2019). Moreover, bioactive lipids are unstable and must be stored at −80°C, which complexifies their distribution and commercialization. Further, bioactive lipids are poorly absorbed in the gastrointestinal tract and have a low bioavailability, which could be optimized by the use of nanoparticle carriers to enhance the efficacy of oral delivery (Lin et al., 2017). To the best of our knowledge, the efficacy of the oral delivery of RvD2 has not been investigated; however, a few studies have shown resolvin-D1 have therapeutic effects when administered orally (Recchiuti et al., 2014; Codagnone et al., 2018; Mottola et al., 2020).

Another approach to improve the clinical transferability of bioactive lipids would be the use of stable synthetic analogs. Contrarily to bioactive lipids, synthetic analogs are easier to store and could be provided as crystalline form, which is more convenient for commercialization. In the recent years, synthetic analogs with high affinity and specificity for Gpr18 have been developed (Schoeder et al., 2020). These molecules, such as PSB-KD107, have high agonistic activity for Gpr18 and low affinity to other cannabinoid receptors such as CB1, CB2, and Gpr55. Here, we investigated the therapeutic potential of the Gpr18 agonist, PSB-KD107, for the treatment of DMD. Using induced-pluripotent stem cells (iPSC)-derived myoblasts generated from samples of patients with muscular dystrophies, we showed that Gpr18 agonist can stimulate myogenesis of human cells *in vitro*. Transcriptomics analysis revealed that biological processes related to fatty acid biosynthesis, and pathways such as Peroxisome proliferator-activated receptors (PPAR) and AMP-activated protein kinase (AMPK) are enriched in PSB-KD107-treated cells. Treatment of dystrophic mdx mice with PSB-KD107 resulted in a reduction of muscle inflammation and an increase in the myogenic cell pool compared to control. These changes resulted in an improvement in muscle function that is similar to the one induced by RvD2. Overall, these findings support the therapeutic potential of Gpr18 agonist for the treatment of DMD.

## Results

We previously demonstrated that Gpr18 is expressed in mouse myoblasts and that RvD2 activates the Akt signaling pathway in these cells, and stimulates myoblast differentiation/fusion (Dort et al., 2021). To determine if the Gpr18 agonist could mimic these effects, primary myoblasts from mdx mice were treated with PSB-KD107 and the activation of the Akt pathway was assessed at different time points (0, 5, 15, 30, 60, 120 min). PSB-KD107 administration induced a rapid Akt phosphorylation that peaked 15–30 min after the treatment (Figure 1A; Supplementary Figure S1A). Moreover, treatment of differentiating myoblasts for 4 days with PSB-KD107 increased the fusion index at a similar level to the one induced by RvD2 (Figures 1B, C). Thereafter, to determine the translational potential of the Gpr18 agonist, we assessed its capacity to target human myogenic cells. To do so, we used a model of human induced pluripotent stem cells (hiPSC)-derived myoblasts generated from blood samples collected from patients with DMD or Becker Muscular Dystrophy (BMD) (Figure 1D). The expression of Gpr18 was detected in proliferating hiPSC-derived myoblasts and was increased during differentiation (Figure 1E; Supplementary Figure S1B). Like RvD2, the addition of PSB-KD107 to the medium of proliferating hiPSC-derived myoblasts did not affect cell expansion (Figure 1F). On the other hand, the treatment of differentiating myoblasts with PSB-KD107 increased myoblast fusion into multinucleated myotubes compared to vehicle-treated cells (Figures 1G, H). This effect was similar to the one induced by RvD2.

**FIGURE 1:**
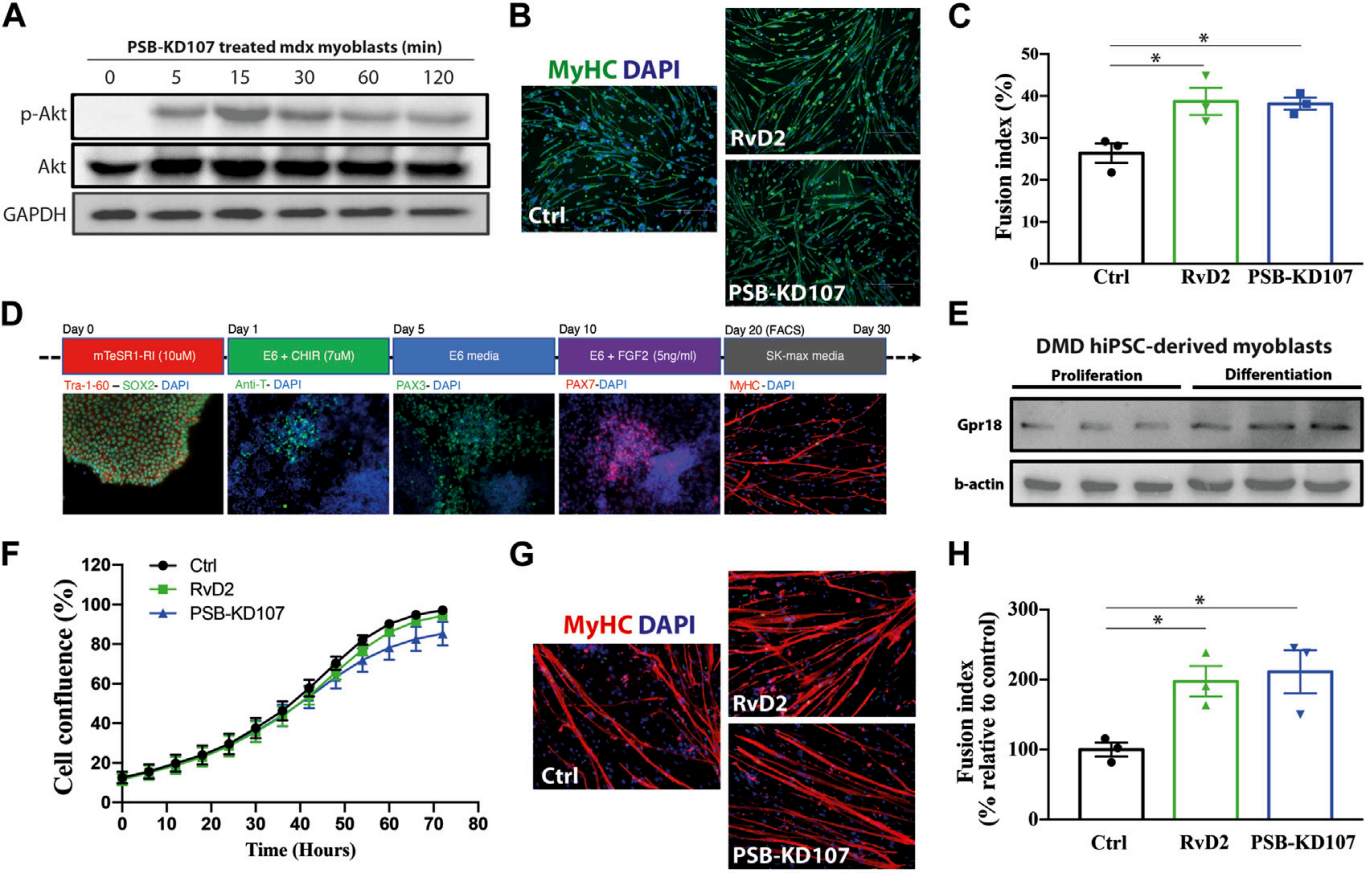
Effect of Gpr18 agonist on mouse and human myogenesis. **(A)** Western blot on mdx myoblasts treated with PSB-KD107 (10 μM) for 0, 5, 15, 30, 60, 120 min showing the expression of p-Akt, total Akt, and GAPDH (experiment performed in biological duplicates with similar results). **(B)** Representative micrographs of Myosin Heavy chain (MyHC, green) and DAPI (nuclei, blue), and **(C)** quantification of fusion index in mdx myoblasts differentiated 4 days and treated with Resolvin-D2 (RvD2; 200 nM), PSB-KD107 (10 μM), or vehicle. n = 3 independent biological samples from different mdx mice. **(D)** Representative micrographs showing the time course differentiation of hiPSC into myogenic cells. **(E)** Western blot showing the expression of GPR18 in proliferating and differentiating DMD hiPSC-derived myoblasts (experiments performed in technical duplicates with similar results). **(F)** Proliferation curve of DMD hiPSC-derived myoblasts treated with PSB-KD107, RvD2, or vehicle. **(G)** Representative micrographs of MyHC (red) and DAPI (blue), and **(H)** quantification of the fusion index of DMD hiPSC-derived myoblasts differentiated 7 days and treated with PSB-KD107, RvD2, or vehicle. n = 3 independent biological samples from different patients. Results shown as mean+/- SEM. *p < 0.05 (One-Way ANOVA with Fisher LSD *post hoc* test).

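The transcriptome of myoblasts, the progenitors of muscle fibers, was measured by RNA-seq. The cells came from mdx mice, a model of Duchenne muscular dystrophy in which dystrophin is missing, and received vehicle or 10 μM PSB-KD107, a synthetic small molecule that activates the receptor Gpr18. The paper gives a treatment of 16 h, whereas the sample records give 2 days. Polyadenylated RNA was sequenced in paired-end mode, and the authors aligned the reads to the mouse genome with STAR and deposited the number counted on each gene, without normalization. The paper's text does not name the counting program, the gene annotation or the strand setting, so the counts of overlapping genes and of near-identical copies are uncertain. There were 3 libraries per group. The total number of counts was 39242439, 34991824 and 32663562 in the vehicle libraries (median 34991824), and 48756794, 30917613 and 37350460 in the PSB-KD107 libraries (median 37350460). At these depths, 3 counts correspond to between 0.0615 and 0.0970 CPM (counts scaled by the normalized total of the library). This floor covers counting error only. In the vehicle libraries, Myog, a marker of differentiated myoblasts, had 2134 ± 82.75 CPM (mean ± SD, n = 3). Pax7, a marker of muscle stem cells, had 59.55 ± 9.468 CPM. Both genes were chosen after their values were seen. Transcripts of differentiated myoblasts were thus abundant in these cultures.

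The count table numbers the libraries of each group 1, 2 and 4, and the sample records number them 1, 2 and 3. The libraries numbered 4 were therefore used as the remaining replicate of their group, and a pairing of the libraries by their numbers was not part of the test. To check whether the numbers pair the libraries, the deviations of the log2 CPM from the group means were correlated across 14165 genes, which are not independent replicates. The correlation between the vehicle and the PSB-KD107 library was 0.63 for number 1, 0.50 for number 2 and -0.13 for number 4. The mean over the 6 differently numbered combinations was -0.17. Deviations from a group mean cancel out within the group, which ties this mean to the same-numbered values. It is therefore not separate evidence of a pairing. Vehicle library 4 and PSB-KD107 library 2 had a correlation of 0.64.

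Counts were normalized for library size by the TMM method, and low-count genes were left out by the default rule of edgeR, which kept 14165 of the 47069 genes listed. Normalization factors ranged from 0.974 to 1.03, and the 20 most abundant genes took between 10.6% and 12.7% of the counts of a library. Differences between PSB-KD107 and vehicle were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. Gene sets were tested with camera, which asks whether the genes of a set are ranked higher or lower than the other genes, over 16 sets written by hand from general knowledge. With 3 libraries against 3, a two-sided exact permutation test of a single gene cannot give a p-value below 0.1.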

To determine the effect of the Gpr18 agonist on cell transcriptome and signaling, a RNAseq analysis was performed on mdx myoblasts treated with PSB-KD107 or vehicle overnight (16 h). 

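With edgeR's quasi-likelihood test, 0 of the 14165 genes tested had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.0738. At an unadjusted p-value under 0.05 there were 1331 genes, of which 916 were higher and 415 lower in PSB-KD107-treated myoblasts, where 708 are given by chance. With DESeq2, the package named in the methods, 410 genes had an adjusted p-value under 0.05, of which 311 were higher and 99 lower. Of these 410 genes, 234 also changed by at least 2-fold. Over all genes tested, the vehicle and PSB-KD107 libraries did not overlap for 15.8%, where chance gives 10%. When each library was left out in turn, edgeR called 0 genes each time, and DESeq2 called between 160 and 768.

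Among the alternatives tried, the replicate block with a GC correction moved the count most. Fitted on the 4 libraries numbered 1 and 2, whose numbers match the sample records, edgeR called 2512 genes with both and 2456 with the block alone, and the same 4 libraries with neither gave 0. The block on 4 libraries leaves 1 degree of freedom to estimate the spread of a gene, so its counts rest on little data. With the block taken from the table's own numbers, over all 6 libraries, 0 genes were called. On simulated counts with 200 changed genes, 4 of the 76 genes called by edgeR and 80 of the 212 called by DESeq2 were unchanged genes. edgeR recovered 57% of the simulated 4-fold changes and DESeq2 85%.

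The gene with the smallest p-value was Ddr2 (ENSMUSG00000026674, chromosome 1 from 169972307 to 170110762 in GRCm38), a collagen receptor. It rose from 41.6 ± 1.90 CPM with vehicle to 114.8 ± 11.4 CPM with PSB-KD107 (mean ± SD, n = 3), a log2 fold change of 1.47 (standard error 0.11, adjusted p = 0.0738 in edgeR's quasi-likelihood test and 1.2e-19 in DESeq2). Atf5, a transcription factor, had a log2 fold change of 1.61 (standard error 0.14), and the amino acid transporter Slc1a4 had one of 1.45 (standard error 0.13). Among the genes that fell, Capn6 (chromosome X from 143802231 to 143827414) went from 127.2 ± 11.1 to 35.6 ± 8.82 CPM (mean ± SD, n = 3), a log2 fold change of -1.84 (standard error 0.19, adjusted p = 0.0874 in edgeR's quasi-likelihood test and 3.7e-13 in DESeq2). The groups did not overlap for any of these 4 genes (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).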

A total of 385 genes were differentially expressed (p-adj <0.05), including 296 genes upregulated and 89 genes downregulated (Figure 2A). 

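The set for RNA splicing was collected by the beginnings of gene names, such as Srsf, Snrp, Hnrnp and Rbm. It thus held RNA-binding genes that need not act in splicing, and 132 of its genes could be tested. Of these, 101 were lower and 31 higher in PSB-KD107-treated myoblasts, with a median log2 fold change of -0.11. The set as a whole ranked lower than the other genes (camera, adjusted p = 6.5e-05 over the 16 sets). The median was lower in each pair of libraries with the same number, at -0.06, -0.04 and -0.20 for numbers 1, 2 and 4. With the replicate block on the libraries numbered 1 and 2 the median was -0.05 and the adjusted p-value of camera was 0.0779, with GC correction as well they were -0.06 and 0.0472, on these 4 libraries with no block -0.05 and 0.0447, and with the block over all 6 libraries they were -0.11 and 3.4e-04. The alternative that moved this set most was camera with the correlation between genes estimated for each set, which gave an adjusted p-value of 0.212. Single genes moved little. At an unadjusted p-value under 0.05, 5 genes of the set were lower and 1 was higher. The splicing genes with the smallest p-values were Rbm10, with 85.3 ± 5.79 CPM in vehicle and 69.2 ± 2.51 CPM in PSB-KD107 libraries, Snrpd1, with 38.3 ± 2.68 and 30.3 ± 1.83 CPM, and Hnrnph1, with 186.9 ± 15.7 and 130.5 ± 29.3 CPM (mean ± SD, n = 3). Their log2 fold changes were -0.30, -0.34 and -0.52 (standard errors 0.09, 0.11 and 0.17), and their adjusted p-values lay between 0.403 and 0.441 in edgeR's quasi-likelihood test.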

GO term analysis revealed that the top downregulated genes in PSB-KD107-treated cells were related to RNA splicing (Supplementary Figure S2). 

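The genes of cholesterol biosynthesis moved the most among the lipid sets. All 21 were higher in PSB-KD107-treated myoblasts, with a median log2 fold change of 1.45 (camera, adjusted p = 8.7e-19) and 20 genes at an unadjusted p-value under 0.05. In fatty acid synthesis, 23 of 30 genes were higher, with a median of 0.71 (adjusted p = 1.3e-07). With each library left out in turn, the median stayed between 1.28 and 1.79 for cholesterol biosynthesis and between 0.61 and 0.80 for fatty acid synthesis. With the replicate block over all 6 libraries, numbered as in the table, both sets also passed an adjusted p-value of 0.05. Regrouping the libraries in the 3 other splits that part every same-numbered pair gave between 5 and 9 sets with an adjusted p-value under 0.05, and the 6 splits that part a single pair gave between 4 and 11, against 14 of 16 for the treatment, and with the correlation between genes estimated for each set 1 of 16 passed.

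Cyp51, a sterol demethylase on chromosome 5 from 4081145 to 4104746 (GRCm38), rose from 189.6 ± 50.9 to 524.6 ± 142.9 CPM (mean ± SD, n = 3). Its log2 fold change was 1.47 (standard error 0.28, adjusted p = 0.210 in edgeR's quasi-likelihood test and 2.0e-04 in DESeq2). Acss2, which makes acetyl-CoA from acetate, had a log2 fold change of 1.48 (standard error 0.25, adjusted p = 0.185 in edgeR's quasi-likelihood test and 6.1e-05 in DESeq2).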

On the other hand, enrichment analysis of the top upregulated genes (>2-fold change) identified that biological processes such as lipid and fatty acid metabolism, small molecule biosynthesis, and steroid-related processes were enriched in PSB-KD107-treated cells (Figure 2B). Cnet plot showed that there is a strong interaction network between the genes and the enriched biological concepts (Figure 2C). 

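The plot in Fig. 2C prints 101 genes, of which 100 could be tested. All 100 were higher in PSB-KD107-treated myoblasts, with a median log2 fold change of 1.20, and all 101 moved the same way in the 3 pairs of libraries with the same number. Adjusted over all genes, 0 of them had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 67 did in DESeq2. Adjusted over this list alone, 99 passed in edgeR and 101 in DESeq2, but the list was drawn from these same data and so gives no independent measure of stability. The median log2 fold change was 1.09 for the 42 tested genes of fatty acid metabolic process, 1.25 for the 61 of lipid biosynthetic process, 1.37 for the 33 of steroid metabolic process and 1.27 for the 61 of small molecule biosynthetic process. Without PSB-KD107 library 4, 74 of the printed genes were called by DESeq2.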

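The sets written for the signaling pathways differed in how far they moved. Of 49 PPAR pathway genes, 38 were higher in PSB-KD107-treated myoblasts, with a median log2 fold change of 0.31 (camera, adjusted p = 8.3e-07). Of 104 AMPK pathway genes, 66 were higher, with a median of 0.11 (adjusted p = 0.0366). Of 132 mTOR pathway genes, 75 were higher, with a median of 0.06, which did not pass the threshold (adjusted p = 0.171). At an unadjusted p-value under 0.05, 23 mTOR genes were higher and 9 lower. In sphingolipid metabolism, 22 of 40 genes were higher, with a median of 0.18 (adjusted p = 0.0113), and the 3 pairs of libraries with the same number gave 0.39, 0.19 and -0.16.

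Several of these results changed with the processing. With the genes ranked by the DESeq2 statistic, the mTOR set passed the threshold (median log2 fold change 0.05, adjusted p = 0.0404), and it also did in a preranked enrichment test (fgsea, adjusted p = 0.0051). With the replicate block over all 6 libraries, numbered as in the table, the AMPK set did not pass (median 0.06, adjusted p = 0.0511), and on the 4 libraries numbered 1 and 2 the block gave a median of 0.02 (adjusted p = 0.138). Without vehicle library 1 the sphingolipid set had a median of -0.0023 (adjusted p = 0.426). When the genes printed in Fig. 2 were left out, none of the sets for these pathways passed. The adjusted p-values ranged from 0.0708 for sphingolipid metabolism to 0.906 for AMPK signaling. The printed genes were chosen from these same data, so leaving them out lowers the sets in any case.

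**Figure D1:**
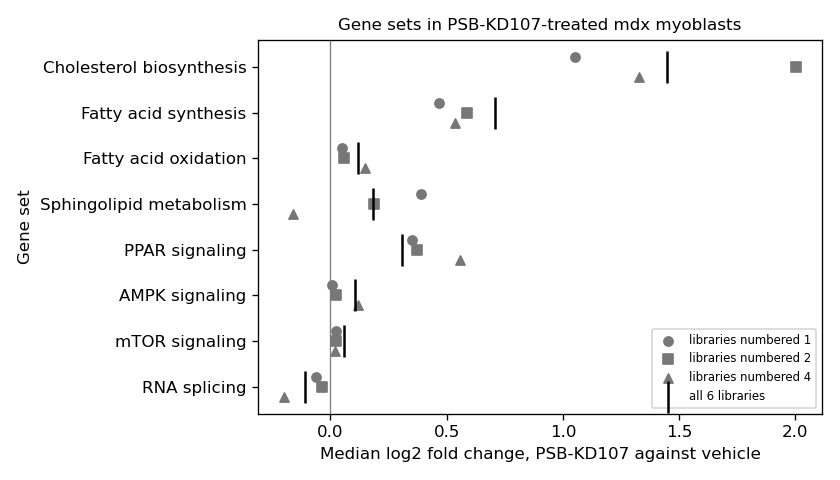
Median log2 fold change (horizontal axis) of the genes of 8 sets (vertical axis) in PSB-KD107-treated against vehicle-treated mdx myoblasts. Points give the libraries numbered 1, 2 and 4 in the count table, and the black bar gives the estimate from all 6 libraries, which is 1.45 for cholesterol biosynthesis and -0.11 for RNA splicing. The point for number 4 lies below 0 for sphingolipid metabolism, at -0.16.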

KEGG enrichment analysis identified that pathways such as Peroxisome proliferator-activated receptors (PPAR), AMP-activated protein kinase (AMPK), mammalian target of rapamycin (mTOR) and sphingolipid signaling pathways are activated by the treatment with the Gpr18 agonist (Figure 2D). 

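Fig. 2E prints 73 genes for the pathways, and 72 of them could be tested. In PSB-KD107-treated myoblasts 63 were higher and 9 lower, with a median log2 fold change of 0.81. At an unadjusted p-value under 0.05 there were 68, and after adjustment over all genes there were 0 in edgeR's quasi-likelihood test and 38 in DESeq2. The list comes from these same data, so that an adjustment over the list alone, which 68 genes passed in edgeR, does not measure stability. In 6 of the 73 genes, PSB-KD107 library 4 had at least 2 times the CPM of every other library. Without that library, 46 of the printed genes were called by DESeq2.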

Cnet plot revealed that there is a strong interacting network between these different signaling pathways (Figure 2E).

**FIGURE 2:**
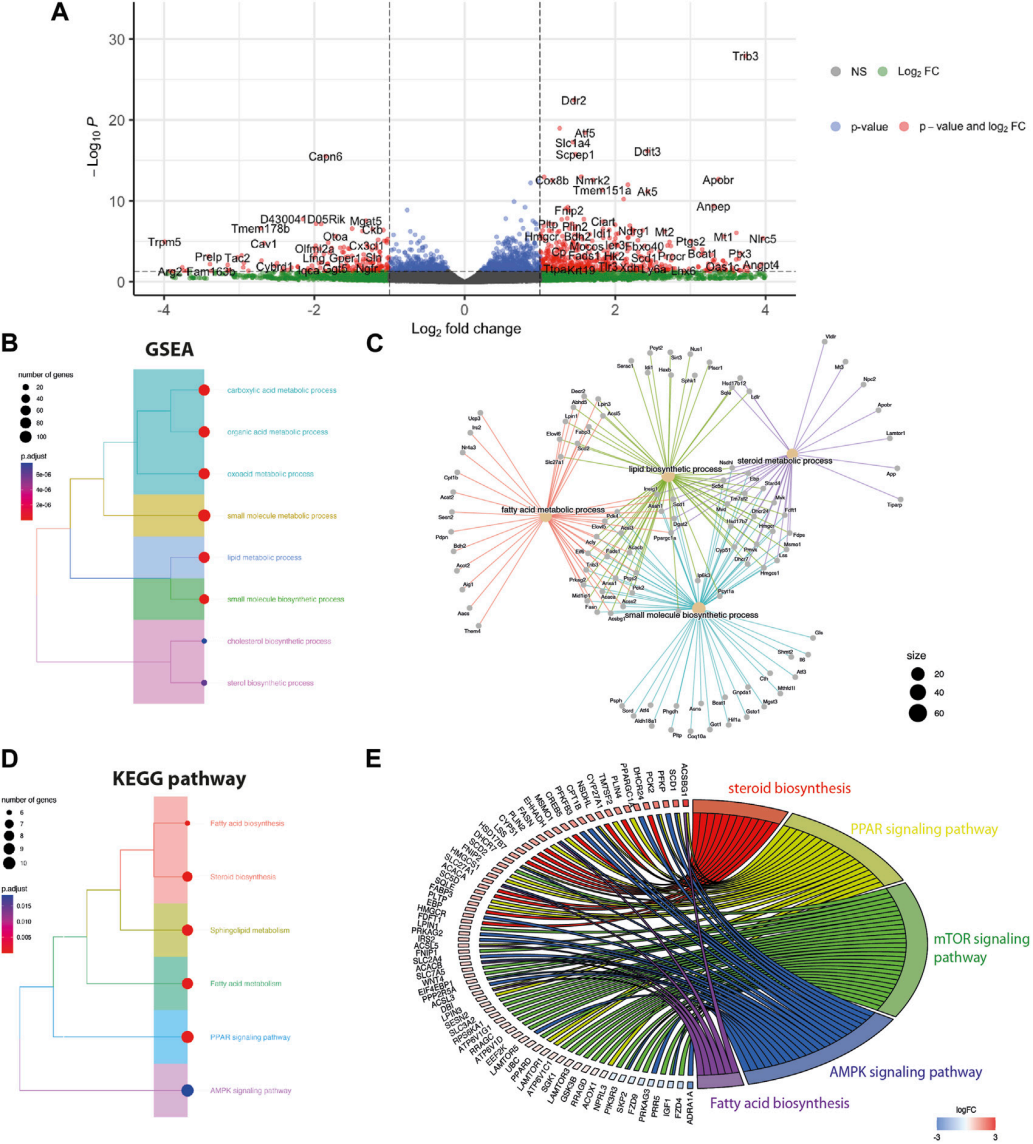
Effect of Gpr18 agonist on transcriptomic changes of myoblasts. **(A–E)** RNA seq analysis on mdx myoblasts treated with PSB-KD107 (10 μM) or vehicle. **(A)** Volcano plots showing the top upregulated and downregulated genes in PSB-KD107-treated cells compared to vehicle. **(B,D)** Tree plot showing gene set enrichment analysis (GSEA) **(B)**, or KEGG pathway enrichment **(D)** of the differentially expressed genes (upregulated by PSB-KD107) that were grouped according to functional terms. **(C,E)** Cnet plot of GSEA and KEGG showing the interacting network between genes, biological processes, and pathways.

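Of the 42 upregulated genes labelled in Fig. 2A, 39 could be tested, and all 39 were higher in PSB-KD107-treated myoblasts, with a median log2 fold change of 1.91. Of the 21 downregulated genes labelled, 16 could be tested, and all 16 were lower, with a median of -1.77. DESeq2 called 34 of the upregulated and 15 of the downregulated genes at an adjusted p-value under 0.05, and edgeR's quasi-likelihood test called 0 of either (smallest adjusted p-values 0.0738 and 0.0874). PSB-KD107 library 1 had at least 2 times the CPM of every other library in 7 of the labelled upregulated genes, and PSB-KD107 library 4 in 5. Some labelled genes varied widely between the vehicle libraries. Scd1, which desaturates fatty acids and lies on chromosome 19 from 44394455 to 44407879 (GRCm38), had 1898, 334 and 155 counts in the vehicle libraries numbered 1, 2 and 4, and 6835, 3591 and 2911 counts with PSB-KD107. Its log2 fold change was 2.40 (standard error 0.85, adjusted p = 0.467 in edgeR's quasi-likelihood test and 0.038 in DESeq2). The DESeq2 call was lost without PSB-KD107 library 4 (adjusted p = 0.266).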

To assess the therapeutic potential of Gpr18 agonist *in vivo*, mdx mice were treated weekly with PSB-KD107 or vehicle (Figure 3A). Immunofluorescence was performed on sections of the tibialis anterior muscle of the treated mice to assess inflammatory markers. The results showed that PSB-KD107 decreased total macrophage density by ∼35% (Figures 3B, C). Moreover, analysis of the different subsets of macrophages revealed that PSB-KD107 increases by 2.9-fold the proportion of macrophages expressing the anti-inflammatory marker CD206 (Figures 3B, D). Immunofluorescence for the neutrophil marker Ly6G, also revealed a ∼45% reduction in the neutrophil count in PSB-KD107 treated mice (Figures 3E, F). qPCR analysis of skeletal muscle homogenates was performed to assess the expression of pro- and anti-inflammatory markers that were previously identified to be affected by RvD2 treatment (Dort et al., 2021). qPCR analysis revealed that the expression of the pro-inflammatory markers *Cd80, Gpr18, and Ptgs2* was decreased by PSB-KD107 treatment, while the expression of the anti-inflammatory marker *Anxa1* was increased by the treatment with PSB-KD107 compared to control (Figure 3G).

**FIGURE 3:**
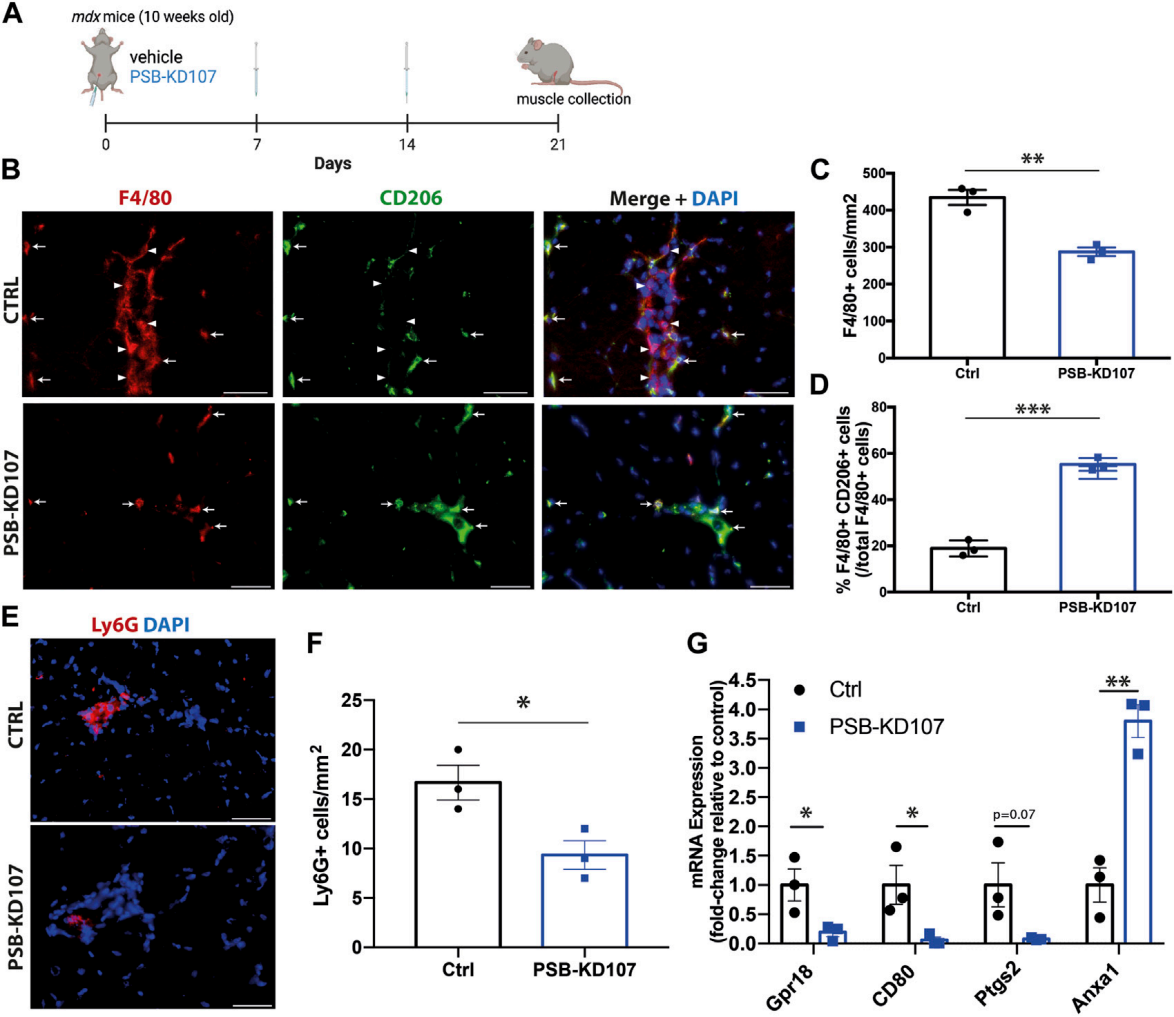
Effect of Gpr18 agonist on inflammation in dystrophic mice. **(A)** Schematic showing the treatment of mdx mice with weekly injections of PSB-KD107 (1 mg/kg) or vehicle for 3 weeks (image created with biorender.com). **(B)** Representative immunofluorescence for the pan-macrophage marker (F4/80, red), the anti-inflammatory macrophage marker (CD206, green), and DAPI (nuclei, blue). White arrowheads indicate pro-inflammatory macrophages (F4/80^+^CD206^-^) and white arrows show anti-inflammatory macrophages (F4/80^+^CD206^+^). Scale bars = 50 μm. **(C)** Quantification of the total number of macrophages, and **(D)** the proportion of anti-inflammatory macrophages (F4/80^+^CD206^+^ cells/total F4/80^+^ cells) in PSB-KD107 and vehicle-treated (Ctrl) mice. **(E)** Representative immunofluorescence for the neutrophil marker Ly6G (red) and DAPI (nuclei, blue). **(F)** Quantification of the neutrophil count in PSB-KD107 and vehicle-treated (Ctrl) mice. Scale bars = 50 μm. **(G)** qPCR showing the expression of pro-inflammatory genes (*CD80, Gpr18, Ptgs2*) and anti-inflammatory gene (*Anxa1*) in skeletal muscle of mdx mice treated with PSB-KD107 or vehicle. N = 3. Results shown as mean+/- SEM. *p < 0.05, **p < 0.01, ***p < 0.001 (Unpaired *t*-test).

Next, we assessed the impact of PSB-KD107 on the myogenic cell pool and on muscle regeneration in treated mdx mice (Figure 4A). Immunofluorescence analysis of Pax7^+^ cells revealed a modest (15%–20%) but significant increase in the number of MuSC in PSB-KD107 treated mice (Figures 4B, C). The analysis of Myog^+^ cells showed a stronger increase (2.4-fold) in the number of differentiated myoblasts (Figures 4D, E). These changes were associated with a 2.3-fold increase in the number of newly-formed myofibers expressing embryonic myosin heavy chain (MyHC-emb) (Figures 4F, G). The assessment of myofiber cross-sectional area revealed a shift in fiber size frequency distribution toward higher number of larger myofibers in the TA muscle of mice treated with PSB-KD107 compared to vehicle (Figures 4H, I), although this change did not result in a significant increase of the mean myofiber cross-sectional area (Supplementary Figure S3). Finally, to determine if these improvements in the regenerative profile were associated with changes in fibrosis level, we performed Sirius-red staining on sections of the diaphragm muscle (most severely affected muscle in mdx mouse). Our findings show that PSB-KD107 reduces muscle fibrosis by ∼25% compared to vehicle (Figures 4J, K).

**FIGURE 4:**
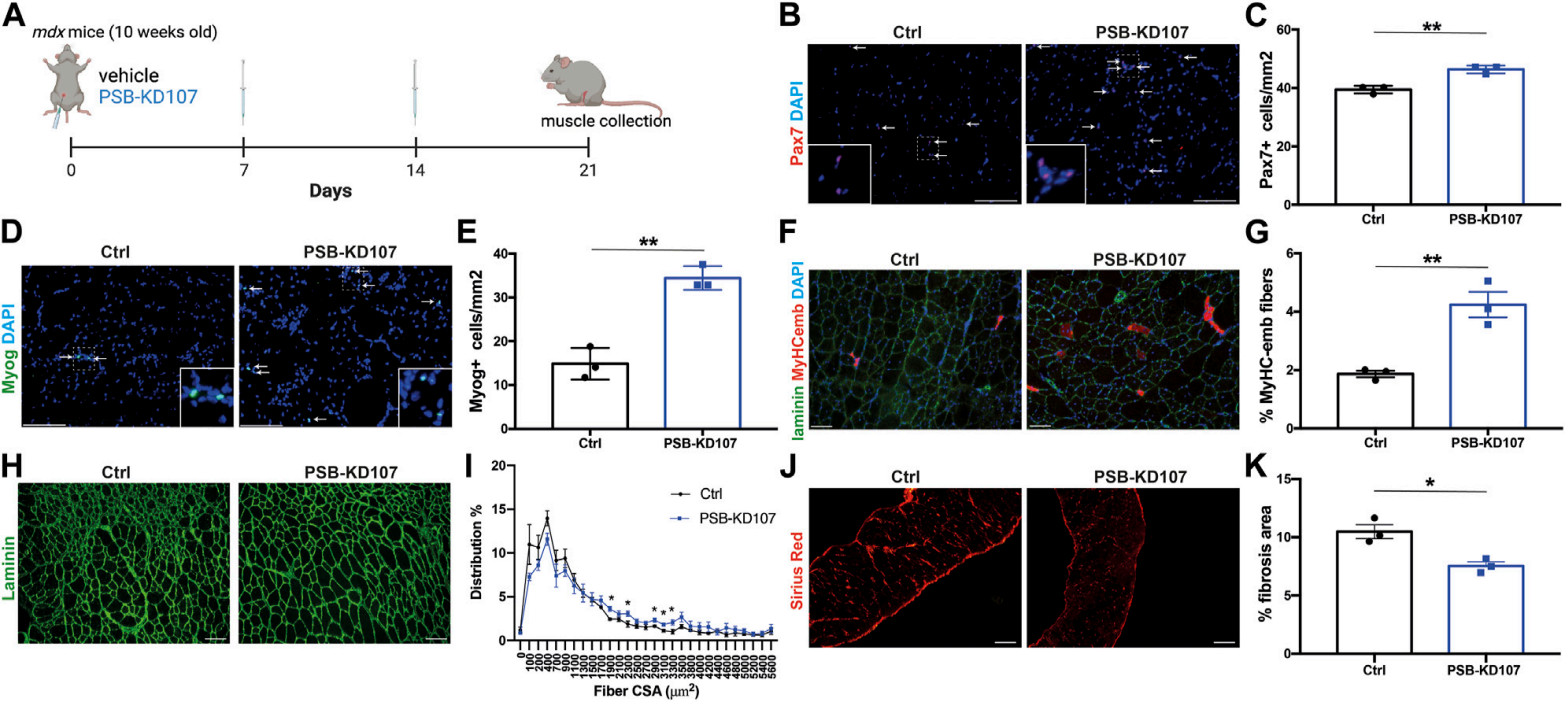
Effect of Gpr18 agonist on myogenesis in dystrophic mice. **(A)** Schematic showing the treatment of mdx mice with weekly injections of PSB-KD107 (1 mg/kg) or vehicle for 3 weeks (image created with biorender.com). **(B)** Representative micrograph showing Pax7 (MuSC marker; red) and DAPI (nuclei, blue) staining. **(C)** Quantification of Pax7^+^ cells in the muscle of PSB-KD107 or vehicle-treated mice. **(D)** Representative micrograph showing Myogenin (Myog, differentiated myoblast marker; green) and DAPI staining. **(E)** Quantification of Myog^+^ cells in the muscle of PSB-KD107 or vehicle-treated mice. **(F)** Representative micrograph showing embryonic myosin heavy chain (MyHCemb, newly formed myofiber marker; red) and laminin (to delineate myofiber border; green), and DAPI staining. **(G)** Quantification of the proportion of MyHCemb^+^ myofibers (% of total myofibers) in PSB-KD107 or vehicle-treated mice. **(H)** Representative micrograph showing laminin (green) staining, and **(I)** quantification of fiber cross-sectional area (CSA) in the TA muscle of PSB-KD107 or vehicle-treated mice. **(J)** Representative micrograph showing Sirius red staining visualized under polarized light (red, collagen marker), and **(K)** quantification of fibrosis area in the diaphragm muscle of PSB-KD107 or vehicle-treated mice. Scale bars = 100 μm. N = 3-4. Results shown as mean+/- SEM. *p < 0.05, **p < 0.01 (Unpaired *t*-test).

To determine the therapeutic potential of Gpr18 agonist for the treatment of DMD, we assessed muscle function, which is a more clinically relevant outcome. Mdx mice were injected with PSB-KD107, RvD2, or vehicle (Figure 5A). Treatment with PSB-KD107 increased the absolute (mN) and the specific (N/cm^2^) maximal muscle force compared to controls (Figures 5B, C). The effect of PSB-KD107 was similar to the one of RvD2 (Figures 5B, C).

**FIGURE 5:**
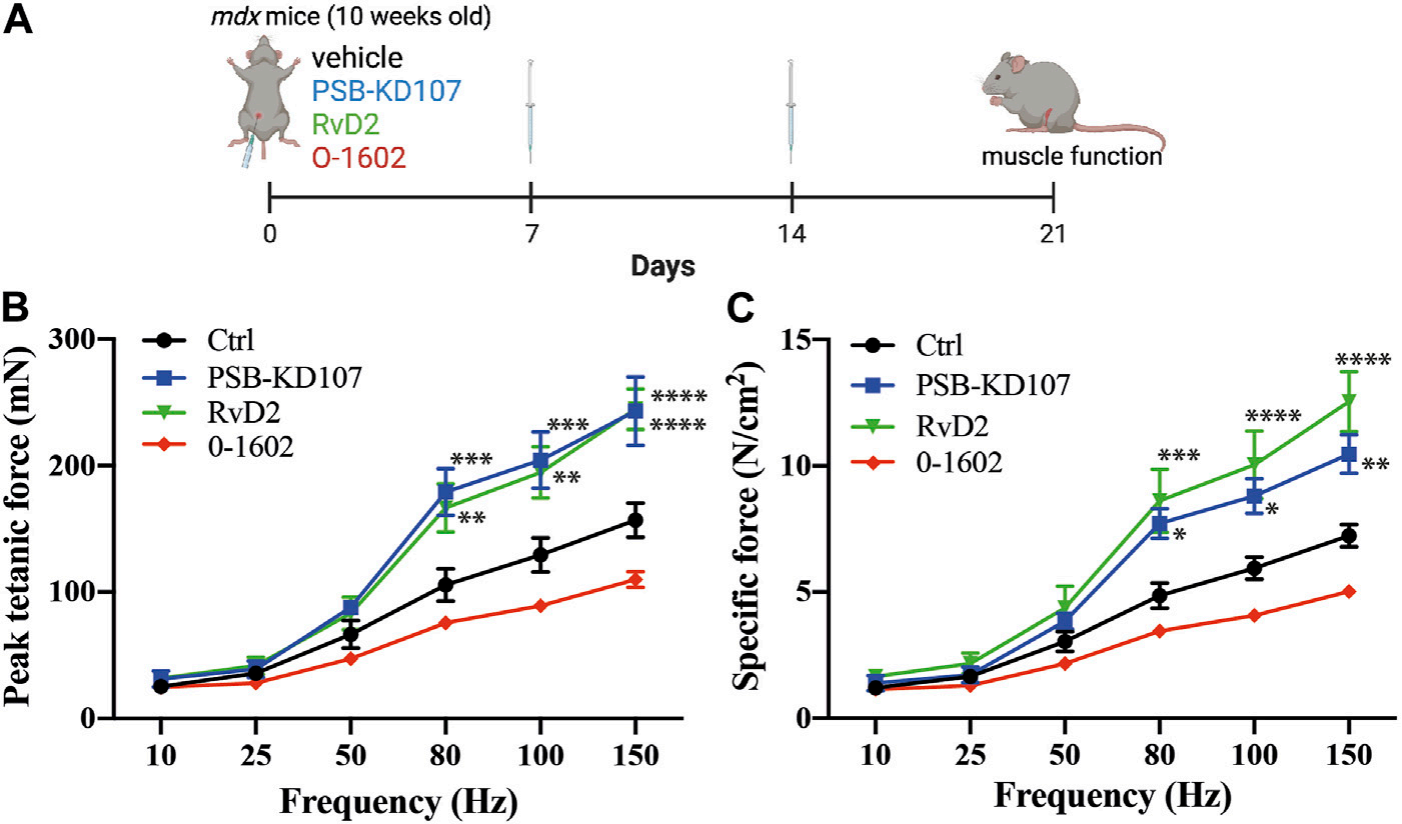
Effect of Gpr18 agonist on muscle function of dystrophic mice. **(A)** Schematic showing the treatment of mdx mice with weekly injections of PSB-KD107 (1 mg/kg), Resolvin-D2 (RvD2, 5 ug/kg), O-1602 (Gpr55 agonist, 5 mg/kg) or vehicle for 3 weeks (image created with biorender.com). **(B,C)** Effect of PSB-KD107 injection (blue line), Resolvin-D2 (green line), O-1602 (red line), or vehicle (black line) on absolute muscle force (mN) or specific muscle force (N/cm2) of mdx mice. N = 5 (except n = 3 for O-1602). Results shown as mean+/- SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 significantly different from control (2-way ANOVA followed by Tukey *post hoc* test).

Gpr18, as well as other orphan receptors such as Gpr55, are considered as candidate cannabinoid receptors. Our previous findings demonstrated that the effect of RvD2 on dystrophic mice is ablated by O-1918, a selective non-CB1/CB2 receptor antagonist (Dort et al., 2021). This antagonist was shown to target Gpr18, but it could also inhibit the activity of Gpr55 (Morales et al., 2020). While PSB-KD107 is selective for Gpr18 over other cannabinoid receptors such as Gpr55, we aimed to determine if targeting the Gpr55 receptor could mimic the beneficial effect of Resolvin-D2. Therefore, we assessed the impact of O-1602, a Gpr55 agonist, on dystrophic mdx mice. Contrarily to PSB-KD107, treatment with O-1602 did not significantly affect muscle function in mdx mice (Figures 5B, C).

## Discussion

In this paper, we investigated the therapeutic potential of a strategy targeting the Gpr18 receptor for the treatment of DMD. Our findings show that the Gpr18 receptor is expressed in human myogenic cells and that it can be targeted by the agonist PSB-KD107 to enhance myogenesis. *In vivo* results demonstrate that this Gpr18 agonist reduces inflammatory markers and promotes the pro-resolving macrophage subset. This change in macrophage proportion could be mediated by the reduced infiltration of circulating pro-inflammatory monocytes, and/or by the stimulation of their phenotype switch, like what has been shown by RvD2 treatment (Spite et al., 2009; Dort et al., 2021). Treatment with PSB-KD107 enhances signs of myogenesis and induces a shift in myofiber size distribution, which is accompanied by an improvement in muscle function of dystrophic mice (similar to the one induced by RvD2). These results do not exclude that PSB-KD107 could mediate its therapeutic effects on muscle function through multiple mechanisms (e.g., excitation-contraction coupling, metabolism, fiber typing). These new findings provide a proof-of-concept that, like bioactive lipids, synthetic agonists could be used to improve the therapeutic applicability for the treatment of muscular dystrophies.

Gpr18 is mostly known for its involvement in the regulation of the immune response. It was shown in *Gpr18*-knockout mice that this receptor regulates the CD8 T cell compartment (Wang et al., 2014; Sumida and Cyster, 2018). However, Gpr18 was shown to be expressed in a variety of cells and tissues in humans and/or mice such as spleen, testis, heart, gastrointestinal tract, blood vessels, immune cells, and skeletal muscle (Gantz et al., 1997; Kohno et al., 2006; Takenouchi et al., 2012; MacIntyre et al., 2014; Matouk et al., 2017; Simcocks et al., 2020; Dort et al., 2021; Zhao et al., 2023). Therefore, the activation of the Gpr18 receptor could trigger a multitude of biological processes. For instance, *Gpr18*-deficient mice also showed defects in reperfusion following hindlimb muscle ischemia, indicating that this receptor also plays a role in revascularization (Zhang et al., 2016). Our findings indicate that the activation of Gpr18 stimulates muscle regeneration, although this effect can be mediated by a complex cellular response.

Many endogenous ligands of Gpr18 have been reported, namely, RvD2, N-arachidonoyl glycine (NAGly), and Δ9-tetrahydrocannabinol (THC). Specific binding of RvD2 on Gpr18 was shown *in vitro* (Chiang et al., 2015), although these results remain to be validated by an independent laboratory (Schebb et al., 2022). Nonetheless, the knockdown or knockout of this receptor was shown to ablate the effect of RvD2 *in vitro* and *in vivo* (Chiang et al., 2015; 2017; Zhang et al., 2016; Dort et al., 2021), and many independent studies have shown that the Gpr18 antagonist, O-1918, blocks the effect of RvD2 in various inflammatory conditions (Zuo et al., 2018; Lopategi et al., 2019; Dort et al., 2021; Lu et al., 2021; Bardin et al., 2022). The development of novel agonists, such as PSB-KD107, that have a stronger activation capacity compared to the endogenous ligands of Gpr18, opened new therapeutic opportunities (Schoeder et al., 2020). PSB-KD107 does not bind or activate other receptors such as Gpr55 or cannabinoid receptors at high concentration (10 uM) (Schoeder et al., 2020). Our findings indicate that PSB-KD107 activates p-Akt signaling similar to other Gpr18 ligands (Offertáler et al., 2003; Matouk et al., 2017; Dort et al., 2021). The activation of the Akt pathway was also observed by agonists of other resolvin receptors such as the Resolvin-E1 receptor ChemR23 (Trilleaud et al., 2021). This activation of the Akt pathway is consistent with our RNAseq dataset showing that PSB-KD107 induces the expression of genes related to the mTOR pathway.

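Slc7a5, Atp6v1g1 and Eif4ebp1, 3 mTOR pathway genes with small p-values, were higher in PSB-KD107-treated myoblasts. They are not first by p-value, since the smallest adjusted p-value among the mTOR genes printed in Fig. 2E was 0.176 (edgeR's quasi-likelihood test). Slc7a5, an amino acid transporter on chromosome 8 from 121881150 to 121907694 (GRCm38), rose from 238.3 ± 6.95 to 397.6 ± 46.4 CPM (mean ± SD, n = 3), a log2 fold change of 0.74 (standard error 0.12, adjusted p = 0.185 in edgeR's quasi-likelihood test and 1.7e-04 in DESeq2). Atp6v1g1, a subunit of the proton pump of the lysosome, had a log2 fold change of 0.59 (standard error 0.10), and Eif4ebp1, an inhibitor of translation that mTOR phosphorylates, had one of 0.69 (standard error 0.13). Akt1 went from 698.9 ± 37.9 to 631.3 ± 56.7 CPM and Akt2 from 785.3 ± 103.4 to 684 ± 65.0 CPM, with log2 fold changes of -0.15 and -0.20 (standard errors 0.11 and 0.14), and the groups overlapped for both genes (mean ± SD, n = 3, two-sided exact permutation test, p = 0.3 for each). Phosphorylation of Akt is not measured by RNA-seq.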

Gpr18 agonists have been used for the treatment of different conditions. For instance, the administration of PSB-KD107 was shown to induce vasodilation, and affect blood pressure and heart function in the short term (Kotańska et al., 2021). Similarly, other synthetic analogs of Gpr18 such as PSB-MZ-1415 and PSB-MZ-1440 showed the same vasorelaxation activity (Kozłowska et al., 2022). Another Gpr18 synthetic analog, PSB-KK-145, was shown to reduce inflammatory markers and signs of pain in models of colitis (Fabisiak et al., 2021). Our findings add to this growing literature by showing that Gpr18 can also reduce the inflammatory process in a model of chronic muscle degeneration and increase muscle regeneration and function. However, the activation of the Gpr18 receptor can also stimulate pathophysiological processes under specific conditions. For instance, Gpr18 and RvD2 were shown to be upregulated in human coronary arteries in presence of atherosclerotic lesions; and the treatment of ApoE-deficient hyperlipidemic mice with the Gpr18 antagonist O-1918 was shown to reduce atherosclerosis (Bardin et al., 2022). These results indicate that while Gpr18 agonists could have beneficial effects on degenerative and/or inflammatory conditions such as DMD, they could also contribute to the pathogenesis of other conditions, which should be carefully monitored.

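Genes of fatty acid oxidation were higher in 16 of 24 cases in PSB-KD107-treated myoblasts, but by a small amount, with a median log2 fold change of 0.12 (camera, adjusted p = 0.0109). Restricted to genes with a mean FPKM of at least 1 in a condition, the median was 0.10 and the set did not pass the threshold (adjusted p = 0.0652). Cpt1b, the muscle form of the transporter that brings fatty acids into mitochondria, lies on chromosome 15 from 89416405 to 89425863 (GRCm38). It had 33, 26 and 20 counts in the vehicle libraries and 103, 72 and 99 counts in the PSB-KD107 libraries, a log2 fold change of 1.68 (standard error 0.28, adjusted p = 0.185 in edgeR's quasi-likelihood test and 2.0e-04 in DESeq2). Decr2, of peroxisomal oxidation, had a log2 fold change of 0.38 (standard error 0.12) and was not called by either method. In synthesis, Acaca, which encodes acetyl-CoA carboxylase, rose from 40.3 ± 8.57 to 102.0 ± 30.7 CPM (mean ± SD, n = 3), a log2 fold change of 1.34 (standard error 0.26), and Acsl3, an acyl-CoA synthetase, had one of 0.65 (standard error 0.12).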

Our RNAseq dataset revealed that PSB-KD107 administration to dystrophic myoblasts *in vitro* activates biological processes related to the fatty acid metabolism. Changes in metabolism have been described to control myogenic transition by triggering histone acetylation and the regulation of muscle gene transcription (Ryall et al., 2015; Yucel et al., 2019). The transcriptomic changes induced by PSB-KD107 in the biosynthesis of fatty acids, sphingolipids, cholesterol, and steroids, are highly coherent with the activation of a bioactive lipid receptor, and they correlate well with the phenotype observed *in vivo* of reduced inflammation and enhanced regeneration. 

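Of the sphingolipid genes, 10 were higher and 0 lower at an unadjusted p-value under 0.05. Asah1, which encodes acid ceramidase (chromosome 8 from 41340197 to 41374773 in GRCm38), rose from 131.4 ± 6.67 to 205.8 ± 18.8 CPM (mean ± SD, n = 3), a log2 fold change of 0.65 (standard error 0.10, adjusted p = 0.185 in edgeR's quasi-likelihood test and 4.0e-04 in DESeq2). Gla and Galc, which encode galactosidases of the lysosome, had log2 fold changes of 1.45 and 0.81 (standard errors 0.31 and 0.19). Among the genes of cholesterol biosynthesis, Idi1 had 2260, 1036 and 981 counts in the vehicle libraries and 8339, 5189 and 3311 counts in the PSB-KD107 libraries, a log2 fold change of 1.85 (standard error 0.36). The paper describes the changes in the synthesis of these lipids as coherent with activation of a receptor for bioactive lipids. The sphingolipid set was of metabolism and not of synthesis alone. Asah1, Gla and Galc encode enzymes that break such lipids down, so their rise does not speak for sphingolipid synthesis.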

For instance, sphingolipids such as sphingosine-1-phosphate stimulate myoblast differentiation and myotube growth; and ameliorate muscle phenotype in a model of DMD (Pantoja et al., 2013; Tan-Chen et al., 2020). Similar changes in the fatty acid metabolism were also observed in a previous study on obese rats, which showed that administration of the Gpr18 agonist PSB-KK-1415 reduced weight gain and increased the expression of high-density lipoprotein (without affecting the total cholesterol level) (Kotańska et al., 2021). High-density lipoproteins were shown to decrease the production of the pro-inflammatory lipid leukotriene-B4, and increase the production of the pro-resolving lipids lipoxin-B4 and resolvin-E2 by macrophages (Tsuda et al., 2017). Therefore, Gpr18 agonists could potentially induce a positive feed-back loop leading to the biosynthesis of pro-resolving mediators.

KEGG analysis of our RNAseq dataset revealed that genes related to the mTOR, AMPK and PPAR signaling pathways are enriched in PSB-KD107-treated cells. 

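Of the 27 genes that Fig. 2E prints for mTOR signaling, 20 were higher and 7 lower in PSB-KD107-treated myoblasts, with a median log2 fold change of 0.51. All 27 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, and DESeq2 called 11 of them after adjustment. Of the 22 genes printed for AMPK signaling, 18 were higher and 4 lower, with a median of 0.95, and DESeq2 called 13. All 18 tested genes printed for the PPAR pathway were higher, with a median of 1.36, and DESeq2 called 10. The printed genes were chosen from these same data, so their small p-values and shared directions follow in part from that choice. The mTOR set written by hand did not pass as a whole (camera, adjusted p = 0.171). Plin2, which coats lipid droplets and lies on chromosome 4 from 86648386 to 86670060 (GRCm38), rose from 28.8 ± 2.26 to 80.3 ± 24.9 CPM (mean ± SD, n = 3), a log2 fold change of 1.48 (standard error 0.24, adjusted p = 0.185 in edgeR's quasi-likelihood test and 3.4e-05 in DESeq2).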

Our findings and others have shown that Resolvins activate the Akt/mTOR pathway (Maekawa et al., 2015; Dort et al., 2021). This pathway has been well described to play an important role in myoblast differentiation and fusion (Wilson and Rotwein, 2007; Gardner et al., 2012), which is coherent with the pro-differentiating effect that we observed following PSB-KD107 treatment *in vitro* and *in vivo*. Resolvins were also shown to induce the activation of AMPK in macrophages and increase fatty acid oxidation and efficient phagocytosis (Hosseini et al., 2021; Chiang et al., 2022). The activation of the AMPK is essential to induce macrophage switch toward their anti-inflammatory phenotype during muscle regeneration (Mounier et al., 2013; Caratti et al., 2023). Activation of AMPK by the binding of Annexin A1 to the Fpr2 (formylpeptide receptor 2) receptor (which is also targeted by the bioactive lipid lipoxin-A4) was shown to regulate macrophage skewing, inflammation resolution, and muscle regeneration (McArthur et al., 2020). Moreover, it was shown that AMPKα1 controls MuSC self-renewal by regulating its metabolism through the activity of lactate dehydrogenase (Theret et al., 2017). Similarly, PPARγ plays a central role in the polarization of anti-inflammatory macrophages, which stimulate myoblast fusion and muscle regeneration by the release of factors such as Growth Differentiation Factor-3 (GDF3) (Odegaard et al., 2007; Varga et al., 2016). These results are consistent with the increase in the pro-resolving macrophage subset that we observed in PSB-KD107-treated mdx mice.

By comparing the differentially expressed genes upregulated in PSB-KD107-treated myoblasts to another RNAseq dataset in which bone marrow derived macrophages were treated with Resolvin-D2 (Giannakis et al., 2019), we observed that many genes upregulated by PSB-KD107 treatment were also found in the top 75 upregulated genes induced by Resolvin-D2, such as *Gpr35, Pde3b, Trib3, Chac1, Nr4a1, Lipg, Ankrd37*, and *Kbtbd11*. 

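The 8 genes behaved differently from each other in the myoblast data. Trib3, Chac1 and, by smaller margins, Pde3b and Lipg were higher in every PSB-KD107 library than in every vehicle library. Chac1, which encodes a glutathione-degrading enzyme and lies on chromosome 2 from 119351229 to 119354381 (GRCm38), rose from 6.39 ± 0.335 to 27.9 ± 10.1 CPM (mean ± SD, n = 3), a log2 fold change of 2.13 (standard error 0.30, adjusted p = 0.176 in edgeR's quasi-likelihood test and 3.5e-08 in DESeq2). In 5 of the 8 genes, PSB-KD107 library 4 had at least 2 times the CPM of every other library. Kbtbd11 had 95, 29 and 14 counts in the vehicle libraries and 485, 40 and 913 in the PSB-KD107 libraries numbered 1, 2 and 4. Its log2 fold change was 3.28 (standard error 1.15), and its adjusted p-value in DESeq2 was 0.0203 with all libraries and 0.315 without PSB-KD107 library 4. Ankrd37 had a log2 fold change of 1.42 (standard error 0.74), and the libraries numbered 1 and 2 alone, fitted with the replicate block, gave -0.03. Nr4a1 and Pde3b had log2 fold changes of 1.20 and 1.19 (standard errors 0.50 for each), with adjusted p-values in DESeq2 of 0.246 and 0.359. Gpr35 and Lipg had too few counts for the main test. Without a filter on low counts their log2 fold changes were 3.39 and 3.00 (standard errors 1.14 and 1.00), with adjusted p-values of 0.610 and 0.609 in edgeR's quasi-likelihood test. Adjusted over the 6 tested genes alone, 2 passed in edgeR, although the list was drawn from these data.

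**Figure D2:**
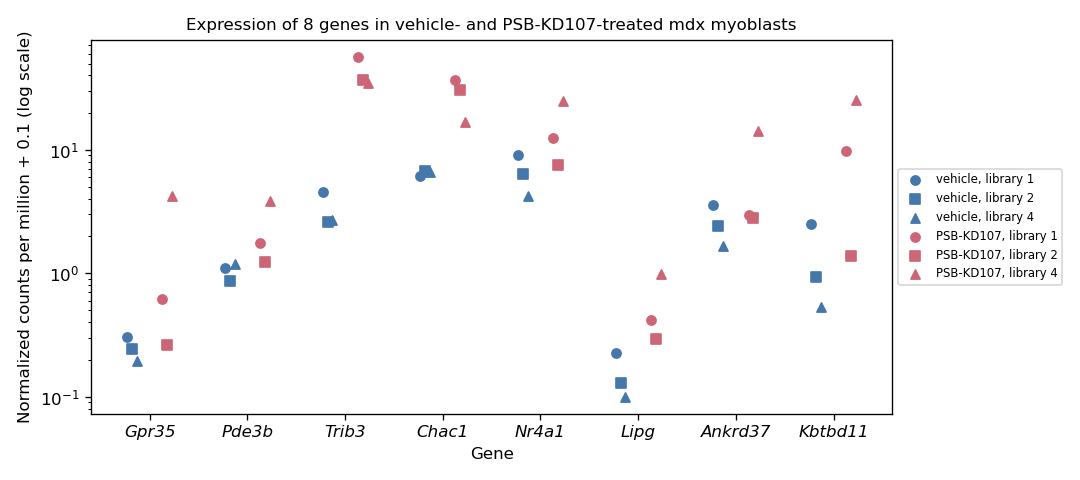
Normalized CPM plus 0.1 on a log axis (vertical) of 8 genes (horizontal axis) in each vehicle (blue) and PSB-KD107 (red) library of mdx myoblasts, with symbols giving the library number. Trib3 is separated by group, at 2.49 to 4.44 CPM with vehicle and 34.8 to 56.4 CPM with PSB-KD107. For Ankrd37, PSB-KD107 library 4 stands apart at 14.0 CPM.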

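Trib3, a pseudokinase (ENSMUSG00000032715, chromosome 2 from 152337422 to 152344032 in GRCm38, minus strand), had 174, 87 and 83 counts in the vehicle libraries and 2837, 1142 and 1266 counts in the PSB-KD107 libraries. This corresponds to 3.17 ± 1.10 and 42.6 ± 12.0 CPM (mean ± SD, n = 3) and a log2 fold change of 3.75 (standard error 0.34, adjusted p = 0.0738 in edgeR's quasi-likelihood test and 1.2e-24 in DESeq2). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). With each library left out in turn the log2 fold change stayed between 3.47 and 4.07. By p-value it ranked number 4 in edgeR and had the smallest adjusted p-value in DESeq2.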

Notably, *Trib3* (the top upregulated gene in our dataset) can inhibit the pro-inflammatory signaling pathway NF-kB by interacting with RelA (Wu et al., 2003; Duggan et al., 2010). Similarly, *Nr4a1* (*Nur77*) can also inhibit NF-kB signaling and play a key role in macrophage transition to the anti-inflammatory phenotype (Li et al., 2017; Koenis et al., 2018). This transcription factor has also been shown to promote myogenesis and muscle growth (Cortez-Toledo et al., 2017). Overall, our transcriptomics analysis is coherent with the literature and with our *in vivo* findings showing that PSB-KD107 stimulates the anti-inflammatory macrophage phenotype and muscle regeneration in mdx mice.

Our findings indicate that the Gpr55 agonist cannot mimic the beneficial effect of Gpr18 agonist in mdx mice. The Gpr55 agonist O-1602 was shown to modulate pain and inflammation in immune disorders (Zhou et al., 2016). However, treatment of C2C12 myoblasts with O-1602 had no effect on key pathways important for skeletal muscle energy homeostasis, oxidative capacity, and fatty acid metabolism (Simcocks et al., 2020). These results suggest that contrary to Gpr18 agonists, this Gpr55 agonist cannot efficiently target myogenic cells to stimulate myogenesis.

Overall, our findings provide a proof-of-concept that Gpr18 agonists can be used as an alternative therapeutic strategy to bioactive lipids, which have low stability and bioavailability. Our results indicate that Gpr18 agonist activates fatty acids metabolism/biosynthesis and signaling pathways that plays a key role in the resolution of inflammation. Our findings also indicate that Gpr18 agonists can target myogenic cells to stimulate myogenesis. Further studies are needed to explore the clinical applicability of this approach.

## Methods

### Animal husbandry

Male *mdx* mice (C57BL/10, Jackson Laboratory; Bar Harbor, ME) at ten weeks-of-age were used to reduce the variability associated with the initial disease onset phase (Spurney et al., 2009). Mice were individually housed on a 12:12 h light:dark cycle at the animal facility of the CHU Sainte-Justine research center. They were randomly assigned to four experimental groups, which received a weekly *i.p.* injection of either vehicle (DMSO diluted in aqueous buffer), Gpr18 agonist (PSB-KD107, 1 mg/kg, Cayman Chemical), resolvin D2 (RvD2, 5 μg/kg, Cayman Chemical) (Dort et al., 2021), or Gpr55 agonist (O-1602, 5 mg/kg, Cayman Chemical) (Walsh et al., 2015; Simcocks et al., 2020) over 3 weeks. Mice had free access to food and tap water. At the end of the experimental period, the extensor digitorum longus, tibialis anterior, and diaphragm muscles were collected to measure the contractile properties or muscle composition. Muscles were flash frozen in liquid nitrogen or embedded in OCT freezing medium (Fisher Scientific) and frozen in 2-methylbutane cooled in liquid nitrogen. Mice were anesthetized with pentobarbital sodium (50 mg/kg), followed by cervical dislocation. This study was approved by the CHU Sainte-Justine Research Ethics Committee and followed the guidelines of the *Comité Institutionnel des Bonnes Pratiques Animales en Recherche* (CIBPAR; approval number 2022-3608) in accordance with the Canadian Council on Animal Care guidelines.

### Participants’ recruitment, sample collection, and hiPSC-derived myoblasts generation

Patients and/or parents gave their written consent for blood sample collection, in accordance with the protocol approved by the CHU Sainte-Justine institutional review board (approval number 2015-853, 4072). Two of the patients were diagnosed with DMD and one was diagnosed with BMD. The peripheral blood mononuclear cells were reprogrammed into hiPSCs at the CHU Sainte-Justine stem cell core facility using integration-free based Sendai virus (Moquin-Beaudry et al., 2022). Following transduction, emerging clones were manually picked and cultured under feeder-free conditions using Matrigel-coated dishes and mTeSRPlus for a minimum of 15 passages to ensure stable pluripotency. Cells were characterized and showed a normal karyotype and expressed the human SSEA-4, Sox2, OCT4 and TRA1-60 makers. The differentiation of hiPSCs into myogenic progenitor cells was performed using a previously described transgene-free protocol (Shelton et al., 2016; Fabre et al., 2022). Briefly, 1 day prior differentiation, hiPSCs were gently dissociated with TrypLE™(Gibco, #12604013), and 10^5^ cells/well were plated as small colonies (10-30 cells/colony) on a Vitronectin-coated 12-well plates. The cells were cultured in mTeSR1 media (STEMCELL Technologies, #85850) supplemented with 10 μM ROCK inhibitor overnight (Y-27632, STEMCELL Technologies, #72302). Next day, the TeSR-E6 media (STEMCELL Technologies, #05946) supplemented with 7 μM CHIR99021 (STEMCELL Technologies, #72052) was added to the small colonies for 3 days. Thereafter, cells were gently washed with DPBS and cultured in TeSR-E6 medium (changed every day). At this stage, the cells form embryonic bodies, and start to express somite markers such as PAX3 and MEOX1. At day 10 of differentiation, the myogenic progenitor cells emerge from the somite-like structures, and the TeSR-E6 medium is supplemented with 5 ng/mL of FGF2 (Wisent Inc., #511-126-QU) to support their proliferation. At day 20, the cells start to express the MuSC marker PAX7. At this stage, the myogenic cells are purified by FACS (see next section). The differentiation of hiPSC-derived myoblasts into myotubes was performed by incubating the myoblasts at ∼80% confluence with differentiation medium consisting of DMEM (Wisent, 319-010-CL) supplemented with 1% Penicillin-Streptomycin (Thermo Fisher scientific, # 15070063), and 5% Horse Serum (Gibco, #16050130) for 7 days. During the experimental protocol, the medium was supplemented with RvD2 (200 nM), PSB-KD107 (10 μM) or vehicle (DMSO) from the first day of differentiation to the day 7, and the medium was renewed every 48 h.

### FACS and cell culture

For hiPSC-derived myoblasts, the cells are purified by FACS using the positive marker CD56-FITC (#562794, BD Biosciences), and the negative marker CD57-APC (#130-118-665, Miltenyi Biotech). For MuSC isolation from skeletal muscles of dystrophic *mdx* mice, the cells were purified by FACS using a negative selection for the FITC-conjugated antibodies anti-Sca-1 (Clone D7; 1:30; Miltenyi Biotech), anti-CD45 (clone 30F11; 1:30; Miltenyi Biotech), anti-CD31 (Clone 390; 1:30; Miltenyi Biotech), anti-CD11b (M1/70.15.11.5; 1:30; Miltenyi Biotech), and positive selection for APC-conjugated anti-Itgb1 (clone HMβ1-1; 1:15; Miltenyi Biotech) and PE-conjugated anti-Itga7 (clone 3C12, 1:100; Miltenyi Biotech), as previously reported (Dort et al., 2021). Myoblasts were seeded at 15% of confluency into 12-well plates, previously coated with collagen. Fresh media, consisting of Ham’s F10 media (GIBCO), 20% FBS (Wisent), 1% penicillin–streptomycin (GIBCO), and 2.5 ng/mL FGF2 (Wisent), was supplemented with RvD2 (200 nM), PSB-KD107 (10 μM), or vehicle (DMSO diluted in aqueous buffer), and added to cell culture. Cells were incubated in the IncuCyte (Essen Bioscience), which enables real-time counting of living myoblasts without influencing their function. Images were taken and processed automatically by the IncuCyte to determine myoblast proliferation through measurement of cell number and confluency over time. For the differentiation/fusion experiments, the cells at ∼80% confluence were incubated in low-serum medium containing a 1:1 ratio of HAM-F10 (Thermo Fisher scientific, #11550043) and DMEM (Wisent, #319-010-CL) with 5% horse serum. During the experimental protocol, the differentiation medium was supplemented with RvD2 (200 nM), PSB-KD107 (10 μM) or vehicle (DMSO diluted in aqueous buffer), from the first day of differentiation to the day 4 (medium renewed every 48 h). The fusion index was quantified as the proportion of nuclei located in multinucleated myotubes relative to the total nuclei count.

RvD2 was diluted in ethanol and stored at −80°C, while PSB-KD107 was diluted in DMSO and stored at −20°C. Both solutions were aliquoted, and the stock solution was thawed only once to avoid oxidation or degradation. To limit the injection of organic solvent, the RvD2 solution was evaporated, and the residue was resuspended in aqueous buffer as described by the manufacturer. For the PSB-KD107, the stock solution containing DMSO was diluted in aqueous buffer to obtain the working solution, according to the manufacturer instruction. Both solutions were made fresh every day and remaining solution was discarded after. Considering that the goal of this project was to study the efficacy of the synthetic Gpr18 analog, the vehicle was constituted of DMSO diluted in an aqueous buffer (like the PSB-KD107 solution). We could not add DMSO to the RvD2 solution as it could have isomerize and/or degrade this bioactive lipid. While this is a technical limitation of the study, our previous findings already shown that RvD2 was effective compared to its appropriate vehicle (Dort et al., 2021).

### RNA sequencing

Mdx myoblasts from 3 different mice treated for 16 h with PSB-KD107 or vehicle were harvested. The total mRNA was extracted using RNeasy Kit (Qiagen, ID:73,404) according to the manufacturer’s instructions, and was sent to Genome Quebec (Montreal, QC, Canada) for sequencing. Total RNA was quantified, and its integrity was assessed using 5K/RNA/Charge Variant Assay LabChip and RNA Assay Reagent Kit (Perkin Elmer). Libraries of RIN higher than 6.5 were generated from 250 ng of total RNA as following: mRNA enrichment was performed using the NEBNext Poly(A) Magnetic Isolation Module (New England BioLabs). cDNA synthesis was achieved with the NEBNext RNA First Strand Synthesis and NEBNext Ultra Directional RNA Second Strand Synthesis Modules (New England BioLabs). The remaining steps of library preparation were done using and the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England BioLabs). Adapters and PCR primers were purchased from New England BioLabs. Libraries were quantified using the KAPA Library Quantification Kits - Complete kit (universal) (Kapa Biosystems). Average size fragment was determined using a LabChip GX II (PerkinElmer) instrument. The libraries were normalized and pooled and then denatured in 0.02N NaOH and neutralized using HT1 buffer. The pool was loaded at 200 p.m. on an Illumina NovaSeq S4 lane using Xp protocol as per the manufacturer’s recommendations. The run was performed for 2 × 100 cycles (paired-end mode). A phiX library was used as a control and mixed with libraries at 1% level. Base calling was performed with RTA v3. Program bcl2fastq2 v2.20 was then used to demultiplex samples and generate fastq reads. Sequencing data was processed on the Compute Canada server using an open-source Python-based Workflow Management System (GenPipes) (Bourgey et al., 2019). Quality control was performed using FastQC and MultiQC. Sequencing data were aligned to mouse reference genome m10 using STAR aligner version 2.3.0. Differentially expressed genes (DEGs) were identified using the Bioconductor package and DESeq2 package using Rstudio software. Based on read counts, significantly differentially expressed genes were identified based on a fold-change of two-fold or greater (up- or downregulated) and an adjusted *p*-value <0.05. 

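With gene lengths taken as the union of exons in GENCODE M21 (GRCm38), 11055 genes had a mean FPKM of at least 1 in vehicle or PSB-KD107-treated myoblasts. edgeR's quasi-likelihood test on these genes gave 0 with an adjusted p-value under 0.05 (smallest adjusted p = 0.0673) and 1158 at an unadjusted p-value under 0.05. DESeq2 with this filter called 363 genes at an adjusted p-value under 0.05, of which 280 were higher and 83 lower with PSB-KD107. With a fold change of at least 2 required as well, 190 genes were left, of which 38 were lower. Without any filter on low counts, edgeR tested 24186 genes and called 8 of them, Ddr2, Trib3, Atf5, Aldh18a1, Scpep1, Capn6, Slc1a4 and Ddit3. The length used by the authors for FPKM is not stated in the paper's text.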

An additional filter was put in place to remove genes in which the mean normalized Fragments Per Kilobase Mapped (FPKM) was <1 for both conditions to avoid changes in low abundance transcripts. To understand the biological impact of the gene expression changes and elucidate the functional annotation and pathway enrichment associated with the common DEGs, we performed Gene Ontology (GO) (Biological Process), GSEA (Gene Set Enrichment Analysis), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using clusterProfiler package (Wu et al., 2021), and gProfiler server (Reimand et al., 2007). The enrichplot, DOSE (Yu et al., 2015) and Goplot packages (Walter et al., 2015) were used to supply enrichment result visualization and help interpretation.

### qPCR

Total RNA was extracted from the tibialis anterior muscle using TRIzol isolation technique. cDNA was synthesized using the All-In-One 5X RT MasterMix qPCR RT Kit (abm, #G592). Real time RT-qPCR was performed using a LightCycler^®^ 480 Instrument II with the BlasTaq 2X qPCR MasterMix (abm #G892). 

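The primer pairs were located by exact match to the spliced transcripts of GENCODE M21 (GRCm38). For Gpr18, CTGAAGCCCAAGGTCAAGGA and TTGTAGCATCAGGACGGCAA both lie in exon 2 of its transcript and span 111 bp on chromosome 14 from 121911838 to 121911948. For Ptgs2, CATCCCCTTCCTGCGAAGTT lies in exon 3 and CATGGGAGTTGGGCAGTCAT in exon 4, with the product on chromosome 1 between 150101313 and 150102124. For Anxa1, GGTGACCGTTGTCAGGACTT lies in exon 8 and CTGGTGGCACACTTCACGAT across the junction of exons 10 and 11, with a product of 263 bp on chromosome 19 between 20376695 and 20379705. For Cd80, TGCTCTCAGAACCAAGCCAC and ATGCTGCAGCTTACTTCCCC lie in exon 7 (117 bp, chromosome 16 from 38495957 to 38496073). For the reference gene Gapdh, CCCAGAAGACTGTGGATGG and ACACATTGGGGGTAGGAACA lie in exon 5 (171 bp, chromosome 6 from 125162513 to 125162683).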

Primers used for the real time RT-qPCR are listed in Supplementary Table S1.

### Histology and immunofluorescence

Immunohistological staining was performed on cultured cells and skeletal muscle sections as previously described (Dumont and Rudnicki, 2017). For muscle sections, 10 μm thick sections were cut from the proximal and distal half of the TA muscle and mounted on Superfrost Plus slides (Thermo Fisher Scientific). The samples were fixed with 2% PFA (for immunofluorescence) or 4% PFA (for Sirius red) for 5 min and washed in distilled water. For Sirius red staining (Polysciences Inc.), the slides were incubated with Picrosirius Red solution for 90 min, rinsed with hydrochloride acid (0.1N) and distilled water for 2 min, dehydrated and mounted. For immunofluorescence, the fixed slides were incubated with permeabilization buffer (10 min in 0.2% Triton X-100, 0.1% glycine) at room temperature. Then, the slides were incubated with blocking buffer (90 min in 5% goat serum, and 2% BSA), followed by overnight incubation at 4°C with the following primary antibodies: mouse anti-Pax7 (clone PAX7, 1:20; Developmental Studies Hybridoma Bank (DSHB)), mouse anti-MyHCemb (clone F1.652; 0.3 μg/mL; DSHB), rabbit anti-Laminin (cat# ab11575; 1:1,000; Abcam), rat anti-F4/80 monoclonal antibody (clone A3-1; 1:1,000; Bio-Rad), rabbit CD206 monoclonal antibody (cat# ab64693; 1:2,000; Abcam), rat anti-Ly6G (clone 1A8, 1:150, Biolegend), mouse anti-myosin heavy chain (clone MF20; 1:20; DSHB), rabbit anti-myogenin (clone EPR4789; 1:500; Abcam), mouse anti-Pax3 (2 μg/mL; DSHB), goat anti-T (human Brachyury, #AF 2085, R&D system), mouse anti-OCT4 (clone 3A2A20, Biolegend), rabbit anti-SSEA4 (#MBS460512, MyBiosource). Thereafter, samples were washed, and incubated for 1 h with secondary antibodies (Thermo Fisher): goat anti-rabbit IgG H + L (Alexa Fluor 488, 1:1,000), goat anti-mouse IgG1 (Alexa Fluor 546, 1:1,000), goat anti-rat IgG H + L (Alexa Fluor 594, 1:1,000), goat anti-mouse IgG H + L (Alexa Fluor 488, 1:1,000), or donkey anti-goat IgG H + L (Alexa Fluor 488, 1:1,000). Samples were then incubated with DAPI for 5 min, washed, mounted with PermaFluor (Thermo Fisher Scientific), and imaged with an epifluorescence Leica DM5000 B (Leica Microsystems, Canada) or EVOS M5000 (Thermo Fisher Scientific). A minimum of 5 images were randomly acquired from proximal and distal portion of the muscle for analysis. For Sirius Red staining, the slides were visualized under polarized light, which provides a more precise and clear identification of the collagen network (Rittié, 2017). The proportion of Sirius red staining relative to the entire muscle area was quantified by ImageJ software (National Institutes of Health, USA). For the assessment of muscle fiber cross-sectional area, the sections were analyzed using the MuscleAnalyzer pipeline on the CellProfiler software (Lau et al., 2018), and a minimum of 500 myofibers were analyzed.

## Western blot

Total protein was extracted by lysing cells with RIPA buffer containing 1% of protease inhibitors, and then quantified using the BCA assay kit (Thermo Scientific) according to the manufacturer’s protocol. Western blot was performed on 50 μg of protein suspension that was diluted in sample buffer (125 mM Tris buffer (pH6.8), 4% SDS, 20% glycerol, 0.05% bromophenol blue, and 200 mM dithiothreitol), denatured at 100 °C for 5 min, loaded and separated on a 9% sodium dodecyl sulfate-polyacrylamide gel. A 5 μl of Precision Plus Protein Dual Color Standards (Bio-Rad Laboratories) was added in a separate well as a molecular weight marker. Samples were transferred to polyvinylidene difluoride membranes, which were blocked with 5% BSA for 1 h at room temperature. Membranes were then incubated overnight at 4°C with the primary antibodies: rabbit anti-phospho-Akt (Ser473) (cat# 9271; 1:1,000 in 5% BSA; Cell Signaling Technology), rabbit anti-(pan)-Akt (clone C67E7; 1:1,000 in 5% BSA; Cell Signaling Technology), rabbit anti-Gpr18 (cat# ab76258; 1:1,000 in 5% non-fat milk; Abcam), rabbit anti-beta-actin (cat# 4967; 1:1,000 in 5% non-fat milk; Cell Signaling Technology), or rabbit anti-GAPDH (cat# 2118; 1:1,000 in 5% BSA; Cell Signaling Technology). Thereafter, membranes were serially washed, and incubated with the goat anti-rabbit (H + L) HRP-conjugated secondary antibody (1:3,000; Abcam) for 1 h at room temperature, allowing the detection of specific bands revealed with ECL-plus Western blotting reagent (PerkinElmer Life and Analytical Sciences, USA). Signals were captured with G:BOX using the GeneSys image software (Syngene).

### Force measurement

Muscle function was assessed *ex vivo* as previously described (Dort et al., 2021). Briefly, the extensor digitorum longus muscle was carefully harvested and incubated in Krebs-Ringer solution supplemented with glucose and carbogen, and maintained at 25 °C. The proximal and distal tendons were respectively attached to the electrode and the lever arm (300C-LR dual-mode lever; Aurora Scientific, Canada). Thereafter, the muscle tension was adjusted to find the optimal length (i.e., length at which the muscle generates a maximal twitch force). After 10 min equilibration, muscles were stimulated at different frequencies (10-150 Hz) with a 2-min rest between each stimulation to obtain a force-frequency curve. Muscle length and weight were recorded to assess specific muscle force (N/cm^2^), as previously reported (Dort et al., 2021).

### Statistical analysis

Data was analyzed using the GraphPad Prism 9 Software, and the following tests were used as appropriate: Student’s t-test, One-way or Two-way analysis of variance (ANOVA) followed by Tukey or uncorrected Fisher’s Least Significant Difference test (the test used are specified in figure legends). Statistical significance was determined with 95% confidence intervals, and a *p*-value <0.05. Results are reported as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Data Availability

The datasets presented in this study can be found in online repositories (Gene Expression Omnibus database, accession number GSE222773). The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Gpr18 agonist dampens inflammation, enhances myogenesis, and restores muscle function in models of Duchenne muscular dystrophy
**Source:** Front Cell Dev Biol. 2023 Aug 14;11:1187253. doi: 10.3389/fcell.2023.1187253
**Supplement:** Supplementary file 1

**Supplementary information**

**for**

**Gpr18 agonist dampens inflammation, enhances myogenesis,  
and restores muscle function in models of Duchenne Muscular  
Dystrophy.**

Junio Dort, Zakaria Orfi, Melissa Fiscaletti, Philippe M. Campeau, and Nicolas A.

Dumont

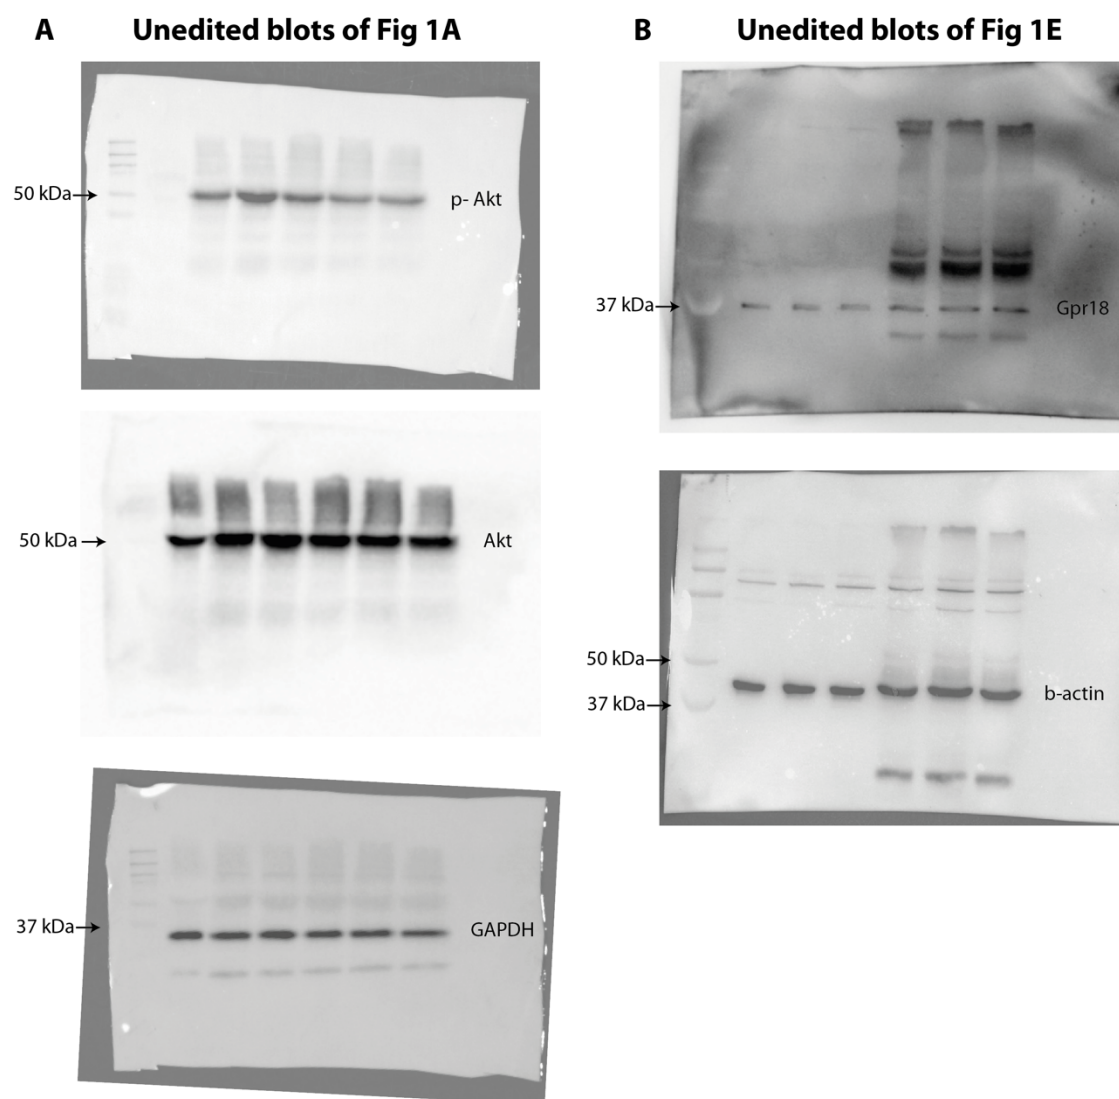

**Supplementary figure 1: Unedited gels.** Full unedited gels of the Western Blot experiments for **A)** figure 1A and **B)** figure 1E.

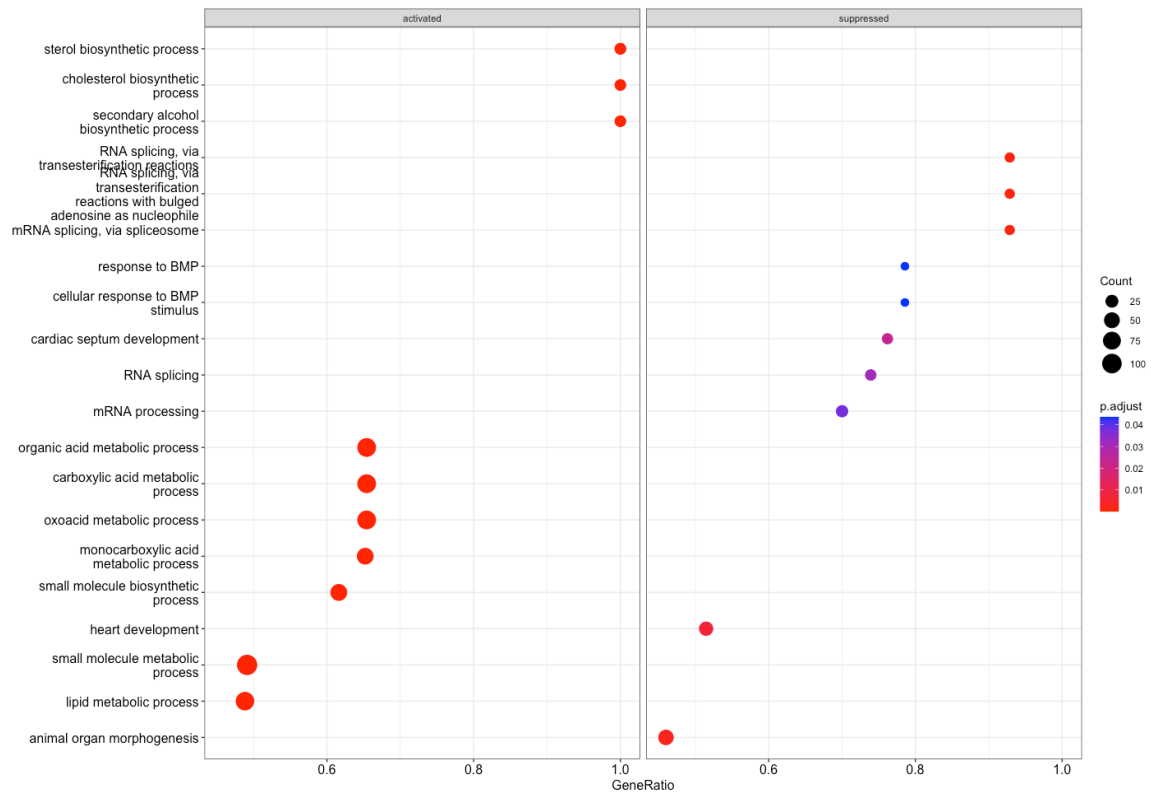

**Supplementary figure 2: RNaseq analysis.** GO term analysis showing the enriched biological processes for the top upregulated genes (left column) and downregulated genes (right column) in PSB-KD107-treated mdx myoblasts vs vehicle-treated cells.

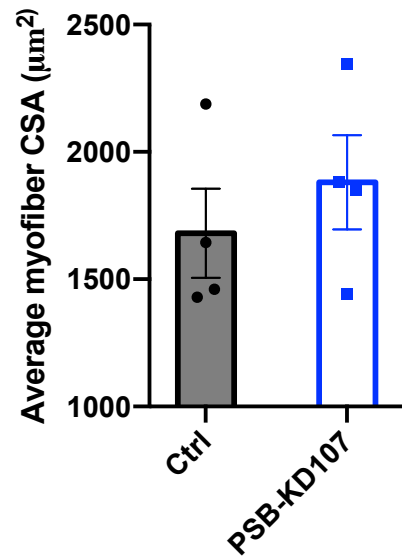

**Supplementary figure 3. Mean myofiber diameter.** Mdx mice were treated with weekly injections of PSB-KD107 (1 mg/kg) or vehicle for 3 weeks (Ctrl). Quantification of mean myofiber cross-sectional area (CSA) in the TA muscle of PSB-KD107 or Ctrl mice. N=4. Results shown as mean +/- SEM.

| Gene         | Forward sequence     | Reverse sequence     |
|--------------|----------------------|----------------------|
| <i>Cd80</i>  | TGCTCTCAGAACCAAGCCAC | ATGCTGCAGCTTACTTCCCC |
| <i>Gpr18</i> | CTGAAGCCCAAGGTCAAGGA | TTGTAGCATCAGGACGGCAA |
| <i>Ptgs2</i> | CATCCCCTTCCTGCGAAGTT | CATGGGAGTTGGGCAGTCAT |
| <i>Anxa1</i> | GGTGACCGTTGTCAGGACTT | CTGGTGGCACACTTCACGAT |
| <i>Gapdh</i> | CCCAGAAGACTGTGGATGG  | ACACATTGGGGGTAGGAACA |

**Supplemental table 1.** List of primers used for qPCR experiments

How the deposited data were processed for this re-analysis (not part of the article)

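RNA from mdx myoblasts treated with 10 μM PSB-KD107 or with vehicle was sequenced by the authors in 3 libraries per group. Polyadenylated RNA was sequenced in paired-end mode, the reads were aligned with STAR to the mouse genome, and the authors deposited a table of raw counts per gene, with no normalization and no filter on low values seen. The paper's text does not name the program that counted the reads, its annotation or its use of strand, so that counts could be split between near-identical or overlapping genes. The table lists 47069 genes by Ensembl identifier. Names and coordinates were taken from GENCODE M21, an annotation of GRCm38, which has an entry for 46488 of them, holding 99.96% of the counts. The other 581 genes, of which 47 were tested, kept their identifier only. In the whole table, 22883 genes had no count in any library. Condition was taken from the sample records and the names of the table's columns. The numbers 1 and 2 occur in both. The table's libraries numbered 4 were assigned to a group but to no single sample record.

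Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with pandas 2.3.3. Genes were filtered with the default of filterByExpr, libraries were scaled with TMM factors, and PSB-KD107 was compared with vehicle by edgeR's quasi-likelihood test with its defaults in this version. P-values were adjusted by the Benjamini-Hochberg method and read at a threshold of 0.05. CPM values are TMM-normalized, and errors between replicates are SDs over 3 libraries. Exact permutation tests were two-sided. The depth of each library sets a floor of 3 counts, and depth differed by less than 2 times between libraries. Gene sets were tested with camera at a preset correlation between genes of 0.01, with adjustment over 16 sets. GO and KEGG tables were not used here. The sets were written by hand from general knowledge before the data were examined. For RNA splicing, beginnings of gene names were written, and every protein-coding gene so named was taken. The members of the sets differ from those of the databases used in the paper. For single genes, differences between libraries with the same number were computed as log2 ratios of CPM with an offset of 0.1 CPM. For the medians of gene sets they were differences of log2 CPM with a prior count of 2.

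The genes named were every gene the paper names for RNA-seq or labels in Fig. 2A, the members of each set with the smallest p-values, Gpr18, Gpr55, Cd80, Ptgs2, Anxa1, Akt1 and Akt2, and the most significant risen and fallen genes at an adjusted p-value under 0.05. The last part of the rule gave no gene, as edgeR called none. Some genes covered by the rule are not reported here. A few further genes were chosen after their values were seen, as stated where they appear.

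The alternatives set before the data were examined were RLE factors, no filter on low counts, a mean FPKM of at least 1 in a condition, the replicate number as a block with and without a GC correction (a loess fit of span 0.5 per library), each library left out in turn, DESeq2 with and without the block, the recipe of the paper's methods (DESeq2, 2-fold change, FPKM filter), and for gene sets fgsea, camera with the correlation estimated for each set, and sets without the genes printed in Fig. 2. The pairing comes from the replicate numbers, and the paper says that the cells came from 3 different mice. Because the sample records and the table share only the numbers 1 and 2, the planned block could be fitted on 4 libraries only. A block over all 6 libraries by the table's numbers, these 4 libraries with no block, limma-voom, DESeq2 with each library left out, and the robust and newer forms of the quasi-likelihood fit were added after seeing the data.

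The scripts were tested on simulated counts for 14165 genes, drawn from the means, spreads and depths of these libraries, with 100 genes changed 4-fold and 100 changed 2-fold. edgeR recovered 57% and 15% of these and made 4 false calls among 76. DESeq2 recovered 85% and 47% and made 80 false calls among 212. With the block on 4 libraries, edgeR made 0 calls, and DESeq2 made 214 of which 120 were false. Camera and fgsea called 0 of 20 random sets, and camera called 2 of the 2 changed sets. The check of pairing gave a mean correlation of 0.42 where a shared shift had been put in and 0.02 where none had.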

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

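The tests of the interferon genes in single libraries were chosen only after the result was seen. The tests of the stress response genes and of other splits were set before. The exception is the block over all 6 libraries used in the GC test, which was added after seeing the data. The paper's text does not report these gene sets for its RNA-seq data, although it speaks of NF-κB and of myoblast differentiation elsewhere. The enriched terms of Supplementary Figure S2 are given only in its picture. They were written by hand, and all 7 drew attention because they passed an adjusted p-value of 0.05 in PSB-KD107-treated against vehicle-treated myoblasts (camera, 16 sets). Camera passed sets in other splits of the libraries as well. Of the 4 splits that part every same-numbered pair, 1, the treatment itself, gave as many sets (14), and the other 3 gave between 5 and 9. The 6 splits that part a single pair, and so keep libraries of the same number together, gave between 4 and 11. With 4 splits, no share under 0.05 is possible, so this count cannot exclude a grouping by chance.

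The set with the smallest p-value held genes of the integrated stress response, through which cells raise ATF4 and its targets when amino acids are short or proteins are misfolded. Of 49 genes, 48 were higher with PSB-KD107, with a median log2 fold change of 0.75 (camera, adjusted p = 5.8e-32), 38 at an unadjusted p-value under 0.05, and medians of 1.01, 0.80 and 0.69 in the libraries numbered 1, 2 and 4. Trib3, Chac1, Atf5 and Ddit3 belong to it. GC content was tested by correcting each library and fitting the replicate block over all 6 libraries, and the set still passed, with a median of 0.75 (adjusted p = 1.9e-27). The same fit without the correction gave 0.77 (adjusted p = 1.5e-27), so that the correction hardly moved the set. A single treated library did not carry the set, since the largest adjusted p-value without each treated library was 1.3e-20. Selection of genes by the paper's figure did not carry it either, since without the printed genes 29 genes were left with an adjusted p-value of 1.9e-15. Over all alternatives the adjusted p-value ranged from 1.7e-92 to 0.045, the latter with the correlation between genes estimated for each set, where this was the only set of 16 to pass. Of the 4 comparable splits, 1 gave as small a p-value for this set, the treatment itself, although the next smallest of these gave 5.4e-09, and the smallest among the 6 splits that part a single pair was 1.9e-10. The chaperones of the endoplasmic reticulum, a further set outside the paper's discussion, were also higher in 18 of 21 genes, with a median of 0.26 (adjusted p = 4.0e-04, range over alternatives 1.6e-05 to 0.149). This is consistent with a response to unfolded protein, one of several inputs to the integrated stress response. It remains a hypothesis, found and tested on the same data. The count of splits cannot tell it apart from a grouping by chance, since 4 splits allow no share under 0.05, and an effect of the treatment through a route other than Gpr18 was not tested.

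Lysosomal genes were higher in 44 of 46 cases, with a median log2 fold change of 0.55 (camera, adjusted p = 1.1e-23) and with 0.65, 0.57 and 0.56 in the libraries numbered 1, 2 and 4. Ctsa and Hexa ranked number 7 and 8 of all genes by p-value, with log2 fold changes of 1.07 and 0.89 (standard errors 0.11 and 0.09) and an adjusted p-value of 0.0874 in edgeR's quasi-likelihood test. The median lay between 0.46 and 0.61 with each library left out and was 0.50 without the genes printed in the paper's figure (adjusted p = 1.4e-15). Over all alternatives the adjusted p-value ranged from 4.0e-56 to 0.0977, the latter with the correlation between genes estimated for each set. A rise of lysosomal genes may be part of the response to PSB-KD107, and the shared movement of these genes between libraries is a possible explanation that the last value leaves open.

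Interferon response genes were higher in all 20 tested, with a median of 4.38 (camera, adjusted p = 1.2e-05), but this size came from PSB-KD107 library 4. The medians were 0.45, 0.36 and 5.73 in the libraries numbered 1, 2 and 4. Isg15 had 34, 18 and 21 counts in the vehicle libraries and 77, 13 and 7884 counts in the PSB-KD107 libraries, and was chosen after its values were seen. Hypoxia genes behaved alike, with a median of 1.42 (adjusted p = 3.9e-07) and with 0.24, 0.23 and 2.40 in the libraries numbered 1, 2 and 4. Without that library the medians were 0.49 for interferon and 0.48 for hypoxia genes (adjusted p = 0.0053 and 6.2e-04). Over all alternatives, the adjusted p-values ranged from 8.7e-37 to 0.363 and from 6.0e-18 to 0.300. Macrophages in the culture are not a candidate source, since macrophage markers summed to 0.660 CPM in PSB-KD107 library 4, the lowest of the 6 libraries. Markers of fibro-adipogenic cells summed to 9.85 CPM in it, the highest of the 6 libraries, and such cells were not tested as a source. Depth is not one either, since its 37350460 counts lie within the range of the others. In the 4 libraries numbered 1 and 2, the interferon set was also higher, with a median of 0.47 (adjusted p = 0.0129), so a small effect of PSB-KD107 may be present, but its size in library 4 is not shared by the other treated libraries. An infection, a stressed culture or a different batch of cells was not tested, and the pattern of that library cannot be assigned to the treatment.

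NF-κB target genes had a median of 0.67, with 11 of 18 higher (camera, adjusted p = 0.041). The adjusted p-value ranged from 2.6e-05 to 0.459 over the alternatives. Without the genes printed in the figure the median was 0.05. Muscle differentiation genes ranked lower as a set (adjusted p = 0.0271), although the median was 0.001 and 19 of 38 genes were higher. The medians were -0.33, -0.28 and 0.42 in the libraries numbered 1, 2 and 4, and without PSB-KD107 library 4 the median was -0.15 (adjusted p = 6.2e-04, range over alternatives 1.9e-08 to 0.833). At an unadjusted p-value under 0.05, 6 muscle differentiation genes were lower and 0 higher. Because the medians of the pairs disagree in sign, this set may reflect differences in density or differentiation between cultures as much as the treatment. Such differences were not tested.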

How the results depend on the processing

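The alternatives added after seeing the data were chosen once edgeR and DESeq2 had given different counts or once the numbering of the table was known, and the others were set before the data were examined.

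With edgeR's quasi-likelihood test, 0 genes had an adjusted p-value under 0.05 and 1331 had an unadjusted p-value under 0.05. The count stayed at 0 with RLE factors, with the FPKM filter, and in the 6 fits that each left out one library (677 to 1783 genes at an unadjusted p-value under 0.05), and among the added alternatives with limma-voom, the robust prior and the newer quasi-likelihood method (1280, 1302 and 1360 genes). With no low-count filter it was 8, all with a fold change of at least 2. With DESeq2 it was 410, and 234 with a fold change of at least 2, which the FPKM filter of the paper's methods reduced to 190. Leaving out each library in turn, DESeq2 called from 160 to 768 genes. Of the 410 genes, 154 were also called without vehicle library 4, 168 without vehicle library 2 and 349 without PSB-KD107 library 4. The planned replicate block, on the 4 libraries numbered 1 and 2, gave 2456 genes with edgeR (622 with a fold change of at least 2, and 1308 higher against 1148 lower), 2512 and 629 with a GC correction as well, and 1522 and 410 with DESeq2. The same 4 libraries without the block gave 0 genes in edgeR (924 at an unadjusted p-value under 0.05). With the block, these libraries leave 1 degree of freedom to estimate the spread of a gene, so the counts rest on little data. The block over all 6 libraries by the table's numbers, added later, gave 0 with edgeR (1726 at an unadjusted p-value under 0.05) and 639 with DESeq2, of which 319 had a fold change of at least 2. In the paired check, same-numbered libraries had a mean correlation of 0.33, with 0.632 for number 1, 0.503 for number 2 and -0.13 for number 4. On simulated counts with no such pairing put in, the block on 4 libraries made 0 calls with edgeR. Variation shared by same-numbered libraries among those numbered 1 and 2 may thus account for the higher count, and where it came from was not tested.

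For gene sets, 14 of 16 passed with camera. With the correlation between genes estimated for each set this was 1, and the sets of cholesterol biosynthesis, fatty acid synthesis, fatty acid oxidation, sphingolipid metabolism, PPAR, AMPK and RNA splicing no longer passed, at unchanged medians of 1.45, 0.71, 0.12, 0.18, 0.31, 0.11 and -0.11 and adjusted p-values from 0.117 to 0.363. Without the genes printed in the paper's figure 6 sets passed. Cholesterol biosynthesis (1 gene left, 0.082), fatty acid synthesis (0.19), fatty acid oxidation (0.088), sphingolipid metabolism (0.15), PPAR (0.13) and AMPK (0.027) no longer passed, and mTOR, which had not passed before, ranked lower in place of higher at a median of 0.019. These genes were chosen from the same data, so that leaving them out lowers the sets in any case. RNA splicing had no printed gene and passed. The mTOR set passed with the DESeq2 statistic (0.046) and with fgsea (normalized enrichment score 1.57). The RNA splicing set did not pass with the replicate block (-0.054, adjusted p = 0.0779), but did on the same 4 libraries with GC correction as well (-0.059, adjusted p = 0.0472) and with no block (-0.053, adjusted p = 0.0447). The AMPK set did not pass with the replicate block (0.019), the block with GC correction (0.013), the 4 libraries with no block (0.029), or the block by the table's numbers without and with GC correction (0.059 and 0.071), nor without vehicle library 2, PSB-KD107 library 2 or PSB-KD107 library 4 (adjusted p = 0.0565, 0.0691 and 0.0689). Its median ranged from 0.062 to 0.13 with each library left out. Fatty acid oxidation did not pass with the FPKM filter (0.10), or without vehicle library 1 (adjusted p = 0.0740), and ranged from 0.064 to 0.15 with each library left out. Sphingolipid metabolism ranged from -0.0023 to 0.25 and did not pass without vehicle library 1 or PSB-KD107 library 2 (adjusted p = 0.426 and 0.243). The cause was not tested. The sets of the integrated stress response, cholesterol biosynthesis, fatty acid synthesis and PPAR kept their direction in all fits, and each passed with every library left out in turn. The cell cycle set had not passed (median -0.49, adjusted p = 0.285) and changed direction. It passed as lower with the replicate block (-1.01, adjusted p = 1.9e-08), the block with GC correction (-1.01, adjusted p = 2.2e-08), the 4 libraries with no block (-1.07, adjusted p = 6.8e-04), DESeq2 (-0.50, adjusted p = 0.0011), fgsea (adjusted p = 0.0015), and without vehicle library 2 or vehicle library 4 (-0.82 and -0.94, adjusted p = 0.0465 and 1.1e-04). It passed as higher without vehicle library 1 (0.90, adjusted p = 0.0039). The cause of this change was not tested.

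Of the 108 genes followed, 4 changed sign. The log2 fold change of Ankrd37 was -0.035 with the replicate block, -0.050 with GC correction as well, -0.041 with the 4 libraries and no block, and -0.031 with DESeq2 and the block. The log2 fold change of Cd80 was -0.56, -0.57, -0.55 and -0.56 in these fits, and ranged from -0.043 to 3.20 with each library left out. In both genes most of the difference came from PSB-KD107 library 4. Without that library alone, edgeR gave 0.20 for Ankrd37, against 1.42 in the main test, and -0.034 for Cd80, against 1.24, and the 4 libraries gave nearly the same values with and without the block. The log2 fold change of Kif20a ranged from -1.51 to 0.14 with each library left out. The log2 fold change of Xist was 0.13, 0.12, 0.089 and 0.12 in the same fits as Ankrd37, against -0.28 in the main test, and ranged from -0.89 to 0.31 with each library left out. For these 2 genes the cause was not tested. Depth limits Gpr35 and Lipg, which had too few counts for the main test.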

Differences from the paper's values

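No test was chosen only after the result was seen, apart from the DESeq2 fits that leave out a library or use the block by the table's numbers and the DESeq2 count with the FPKM filter alone and the count of genes above Trib3, which are named as such. The paper reports 385 differentially expressed genes, 296 upregulated and 89 downregulated. edgeR's quasi-likelihood test gave 0, 0 and 0 at an adjusted p-value under 0.05, with 1331 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 without further filters was within 1.5 times of the paper's 3 values, with 410, 311 and 99 genes. DESeq2 is the package the paper's methods name. The others were not: no low-count filter gave 8, 7 and 1, the replicate block 2456, 1308 and 1148, the block with GC correction 2512, 1345 and 1167, DESeq2 with the block 1522, 806 and 716, and RLE factors, the FPKM filter and the fits that each left out one library gave 0. The full recipe of the paper's methods, DESeq2 with a fold change of at least 2 and an FPKM filter, gave 190 genes, of which 38 were lower. Some counts made after seeing the data were also within 1.5 times of the paper's 3 values. These were DESeq2 with the FPKM filter and no fold change threshold (363, 280 and 83), DESeq2 without PSB-KD107 library 1 (283, 218 and 65), and, with a fold change of at least 2, DESeq2 with the block by the table's numbers (319, 230 and 89) and DESeq2 without vehicle library 1 (380, 316 and 64). With a fold change of at least 2, the total and the higher genes were within 1.5 times for the planned DESeq2 fit with the block (410, 224 and 186) and for DESeq2 without PSB-KD107 library 2 (511, 350 and 161), and the total and the lower genes for DESeq2 without PSB-KD107 library 4 (279, 196 and 83).

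Log2 fold changes read by eye from Fig. 2A did not differ, with 3.75 for Trib3 against the paper's about 3.7 in Fig. 2A, and -1.84 for Capn6 against the paper's about -1.8 in Fig. 2A.

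The paper names 8 genes as upregulated by PSB-KD107 and shared with macrophages treated with Resolvin-D2. In edgeR 0 of them had an adjusted p-value under 0.05 in the main test, where 3 of the 6 tested had an unadjusted p-value under 0.05. DESeq2 called Trib3, Chac1 and Kbtbd11 (adjusted p = 1.2e-24, 3.5e-08 and 0.0203), and the replicate block on the 4 libraries numbered 1 and 2 called these 3 with either tool (edgeR adjusted p = 3.1e-05, 1.5e-04 and 0.017). Without a low-count filter edgeR called Trib3. Nr4a1 and Gpr35 passed only with DESeq2 without PSB-KD107 library 2 (adjusted p = 0.0313 and 0.0063), a fit chosen after seeing the data. Pde3b, Lipg and Ankrd37 passed under none of the alternatives in which they were tested.

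The paper calls Trib3 the top upregulated gene. It had the smallest adjusted p-value in DESeq2 but ranked number 4 by p-value in edgeR, behind Ddr2, Aldh18a1 and Atf5. By log2 fold change in edgeR, 38 of the tested genes were above it, 32 of them at an unadjusted p-value under 0.05 and 7 called by DESeq2, a count made after seeing the data. Among them were Ifit3 and Isg15, chosen after their values were seen, at 7.74 and 6.74 (standard errors 2.58 and 2.45). The paper describes the mTOR pathway as activated. With camera the mTOR set did not pass (adjusted p = 0.171), whereas with the DESeq2 statistic and with fgsea it did (adjusted p = 0.0404 and 0.0051). The legend says that the KEGG enrichment of Fig. 2D was made on upregulated genes and gives no direction for Fig. 2E, in which 9 of the 72 printed genes that could be tested were lower with PSB-KD107, of which 7 are printed for mTOR and 4 for AMPK, some for both.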

Other observations

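The tests of PSB-KD107 library 4, of the exons around Gpr18 and of the sex of the donor were chosen only after the result was seen. Gpr18, the receptor that PSB-KD107 is described to activate, had 0 counts in all 6 libraries. At these depths, a level below 0.0615 to 0.0970 CPM was not detectable. Gpr55 had 1 count in PSB-KD107 library 1 and 0 in the others. Gpr18 lies on chromosome 14 from 121911253 to 121915781 on the minus strand (GRCm38), within the span of Ubac2 on the plus strand from 121878620 to 122021034. Reads discarded because they fall on exons of another gene could leave a gene empty, but 0 exons of other genes overlap those of Gpr18. Reads assigned to the whole span of Ubac2 were not tested, since the authors' counting is not named. The paper states that Gpr18 is expressed in mouse myoblasts, from the authors' earlier work.

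The gap between edgeR, with 0 genes at an adjusted p-value under 0.05 and 1331 at an unadjusted p-value under 0.05, and DESeq2, with 410 genes, was examined further. All 408 DESeq2 calls that edgeR tested had an unadjusted p-value under 0.05 there, so none of them was without a nominal difference in edgeR. Without PSB-KD107 library 4, edgeR called 0 genes (1528 at an unadjusted p-value under 0.05) and DESeq2 called 674. The edgeR count was also 0 with each other library left out (677 to 1783 at an unadjusted p-value under 0.05). The gap could thus not close whichever library was removed, so these fits cannot tell whether extra spread added by library 4 explains it. On the 4 libraries numbered 1 and 2 with no block, edgeR called 0 genes as well (924 at an unadjusted p-value under 0.05), whereas it made 24 calls on simulated counts of that size. Whether sample size alone explains the gap could not be decided by simulation. With 3 libraries per group, edgeR recovered 57% of simulated 4-fold changes but 15% of 2-fold changes. It made 76 calls against 212 by DESeq2, so a gap arose there too, and its size depends on the changes put in. In the same simulation DESeq2 made more false calls than the 5% its threshold aims at, 80 of 212, so a part of its calls may be false, and which part was not tested.

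Other splits of the libraries into 3 and 3 were fitted in the same way. Among the 4 splits that part every pair of libraries with the same number in the table, all 4 gave as many edgeR calls (0), because the real split gave none. In DESeq2, 1 of the 4 splits gave as many calls, the real one with 410, and the other 3 gave 0. At an unadjusted p-value under 0.05, 1 of the 4 splits gave as many genes, the real one with 1331, and the others gave 388, 72 and 81. With 4 splits, no share under 0.05 is possible. The 6 splits that part a single pair differ in that they keep libraries of the same number together. The split of vehicle 1, PSB-KD107 1 and PSB-KD107 4 against the rest gave 1111 edgeR calls and 2710 DESeq2 calls, more than the treatment. A grouping that crosses the treatment thus separated more genes than the treatment did, and its source was not tested.

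Xist, the RNA of the inactive X chromosome, had 253, 11916 and 14091 counts in vehicle libraries 1, 2 and 4, and 373, 11310 and 10047 counts in PSB-KD107 libraries 1, 2 and 4. It was chosen after its values were seen. The low level in both libraries numbered 1 is consistent with a shared origin of these cells. A male donor is not a sufficient explanation, since 4 male-specific genes of the Y chromosome, Ddx3y, Uty, Kdm5d and Eif2s3y, summed to at most 0.199 CPM in these libraries. These 4 genes replaced a sum over all Y genes after that sum was seen to come from a gene shared with the X chromosome. Loss of an X chromosome in culture was not tested.

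The paper measures Cd80, Gpr18, Ptgs2 and Anxa1 by RT-qPCR in skeletal muscle of mdx mice, where it reports a decrease for Cd80, Gpr18 and Ptgs2 and an increase for Anxa1. In the cultured myoblasts, Ptgs2 had 159, 53 and 46 counts in the vehicle libraries and 1912, 231 and 409 counts in the PSB-KD107 libraries, a log2 fold change of 3.01 (standard error 0.78, adjusted p = 0.326 in edgeR's quasi-likelihood test and 0.00102 in DESeq2). Anxa1 rose from 166.4 ± 22.6 to 240.0 ± 17.1 CPM (mean ± SD, n = 3), a log2 fold change of 0.53 (standard error 0.13, adjusted p = 0.284 in edgeR's quasi-likelihood test and 0.0566 in DESeq2). Cd80 had a log2 fold change of 1.24 (standard error 1.32) and was lower with PSB-KD107 in the libraries numbered 1 and 2. Dmd, the gene mutated in mdx mice, had 730, 700 and 522 counts in vehicle libraries 1, 2 and 4, and 831, 522 and 63 counts in PSB-KD107 libraries 1, 2 and 4. It was chosen after its values were seen.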
